# Serotonin transporter downregulation is associated with aortic stenosis, and early profibrotic remodeling is mitigated by pharmacological inhibition of HTR2B receptor

**DOI:** 10.3389/fcvm.2026.1729078

**Published:** 2026-02-12

**Authors:** Dov Levine, Chiara Camillo, Estibaliz Castillero, Emre Bektik, Yaagnik Kosuri, Anthony Campbell, Cary Karcher, Abba Krieger, Liming Pei, Ting Peng, Nicole Zeak, Erfan Faridmoayer, Mark A. Oyama, Juan B. Grau, Robert J. Levy, Giovanni Ferrari

**Keywords:** aortic stenosis, valvular interstitial cell, serotonin transporter, serotonin receptor 2B, angiotensin II

## Abstract

**Background:**

Aortic Stenosis (AS) is a highly prevalent disease involving physiological and structural remodeling of aortic valve, yet lacks effective medical therapy to halt its progression. Serotonin (5HT) signaling has been implicated in valvular disease. We hypothesized that AS is associated with impaired 5HT clearance due to reduced serotonin receptor (SERT) expression and increased 5HT receptor (HTR) activity.

**Methods:**

Sixty-six patients with severe AS undergoing aortic valve (AV) replacement were enrolled in the study, and samples from their explanted AV were harvested. Anatomically normal control AVs were obtained from transplant donors. Explanted AVs were collected for gene expression analysis and 5-HTTLPR genotyping. Gene expression was assessed by RT2-profiler gene array. *In vivo*, 8-week-old mice received 28-day Angiotensin-II (AngII) infusions ± HTR2B antagonist (LY272015) through subcutaneous Alzet osmotic-pump implants. AV structure and function were assessed via echocardiography, histology, and RNA sequencing. Human aortic valve interstitial cells (AVICs) were treated with AngII ± SERT siRNAs to assess 5HT signaling and profibrotic/procalcific markers.

**Results:**

AS patients exhibited reduced SERT and increased HTR signaling. AngII ± SERT siRNA promoted VIC osteogenic marker expression. In mice, AngII caused AV thickening, increased velocities and gradients, and activation of fibrosis and mildly calcification-related gene sets, including serotonin, TGF*β*, Wnt/*β*-catenin, PI3K/Akt, and Notch pathways. Pharmacological inhibition of HTR2B preserved AV structure, normalized transvalvular velocities and pressure gradients, and reversed AngII-induced transcriptional changes.

**Conclusions:**

In human and mouse AVs, reduced SERT expression and increased HTR2B signaling contribute to early-onset fibro-calcific remodeling. HTR2B inhibition by LY272015 reverses these effects, suggesting it as a potential therapeutic strategy for fibrotic remodeling in AS.

## Introduction

Calcific aortic valve disease (CAVD) refers to a spectrum of disorders starting with structural remodeling of the valve without hemodynamic compromise, or aortic sclerosis, and culminating in outflow obstruction, or aortic stenosis (AS) (1). Due to population growth and an aging population, the rates of CAVD are increasing, with a global prevalence of 12.6 million people (2). Thirty percent of people above 65 have aortic valve sclerosis, and of these, 10% progress to symptomatic AS within 10 years (1). Effective pharmacological treatments for aortic valve disease remain limited, underscoring the need for a deeper understanding of underlying cellular and molecular mechanisms driving disease progression.

Serotonin, or 5-hydroxytryptamine, (5HT) is a monoamine neurotransmitter, with various neurologic and systemic effects (3). The 5HT receptor (HTR) subtype most critical for cardiovascular physiology, HTR2B, promotes intracellular calcium influx, nitric oxide synthase activity, cellular proliferation, and secretion of inflammatory cytokines and extracellular matrix (ECM) components (3). SERT is a transmembrane protein that processes 5HT intracellularly, thereby limiting HTR activity and maintaining homeostasis (4). 5HT is implicated in heart valve disease, observed in carcinoid syndrome or in association with medications, such as the diet drug, Dexfenfluramine, a 5HT transporter (SERT) inhibitor and HTR2B agonist (5, 6). *SERT* is subject to a polymorphism in the promoter (non-expressed) region of the gene (7); this polymorphism, abbreviated 5-HTTLPR, is a variable number tandem repeat (VNTR), 43 bases in length. Multiple studies have attempted to link 5-HTTLPR genotypes to serotonin-related disorders. We recently reported that *SERT* promoter polymorphism 5-HTTLPR LL genotype is associated with mitral valve (MV) surgery at younger age in patients with degenerative mitral regurgitation (7). To date, it is still not known to what extent 5-HTTLPR genotypes affect SERT activity in AV disease. It has been reported that 5HT signaling is linked with Angiotensin-II (AngII), with a resulting alteration of valve interstitial cell (VICs) contractility and remodeling (8). HTR2B receptors work in concert with the AngII type 1 receptor (AT1R) to mediate hypertrophic signaling in cardiac fibroblasts (9). Finally, AngII and the renin-angiotensin system (RAS) have been reported to contribute to numerous cardiac and valvular diseases (4).

At the cellular level, AV stenosis is marked by extracellular matrix (ECM) remodeling, calcification with valvular interstitial cell activation toward an osteogenic-like phenotype, and oxidative stress (10–12). Prior research by our group regarding 5HT mechanisms has previously focused on MV disease, where increased HTR2B and decreased SERT are observed in degenerative mitral regurgitation (7, 13). In our current study, we hypothesized that 5HT dysfunction impacts the progression of AV stenosis due to AngII. To test this hypothesis, we focused on two clinically relevant scenarios: (1) HTR2B activation and (2) decreased SERT, utilizing both murine and human models of AV disease. Our results confirm that impaired 5HT metabolism exacerbates the pathological valvular response to AngII, and that blocking related HTR2B signaling can mitigate AV disease progression.

## Methods

### Study design

The rationale and objective of this study was to determine the impact of altered 5HT and AngII signaling in the development and progression of AV disease. Clinical data, AV specimens from patients with AS and normal AV samples were collected and analyzed. Identification of 5-HTTLPR genotype was performed using DNA samples isolated from patients' blood samples with IRB approval. All mice studies were performed with IACUC approval. C57BL/6J wild type mice treated with or without AngII and/or LY272015 were employed to investigate the effect of AngII signaling and HTR2B blockade in AV remodeling. Power analyses were conducted to determine minimum sample sizes, with an alpha (*p*-value) of 0.5 to achieve a power of 0.8.

### Mice anesthesia and euthanasia

For survival surgeries, mice were anesthetized using isoflurane (induction at 3%–4% and maintenance at 1.5%–2% in an oxygenated chamber) delivered via a precision vaporizer. Depth of anesthesia was confirmed by the absence of pedal withdrawal reflex and regular respiratory rate before any manipulation. Body temperature was maintained using a thermostatically controlled heating pad throughout the procedure.

For non-survival surgeries, anesthesia methods were applied same as above prior to euthanasia. Under deep anesthesia, mice were positioned supine on a heated surgical platform to maintain body temperature. Then, thoracotomy was performed, and the hearts were perfused *in situ* via right and left atrium with PBS to remove blood from circulation. After perfusion, the hearts were excised and collected for downstream analyses. As these were non-survival procedures, animals did not regain consciousness and were euthanized by exsanguination and confirmed by cervical dislocation at the conclusion of tissue collection. All personnel performing these procedures were trained and certified in rodent anesthesia and euthanasia techniques.

### AngII chronic infusion model

All experiments on mice were approved by the IACUC at Columbia University (Protocol# AABS7622) prior to the study. 8-week-old wild type male mice, Jackson Lab, (C57BL/6J) were fed a hypercholesterolemic diet (Breslow Western Diet, Fisher and Son Inc. Cat#: TD1810724) and infused with AngII (1,000 ng/kg/min) using osmotic pumps (Alzet 2004) for 28 days, as previously described (12, 13). Osmotic pumps were implanted subcutaneously on the back, posterior to scapulae, through a small skin incision. LY272015 treatment (3 mg/kg in sterile PBS) was given twice/week over the 28-day AngII infusion by intraperitoneal injection, as previously described (13). After 28 days, a subset of mice in the AngII and AngII+LY groups had their pumps removed and survived for an additional 48 h. They were then anesthetized with isoflurane, followed by heart perfusion with PBS and sample collection. Heart tissue was collected for subsequent experiments. Group sizes were 12–15 mice per group in those not receiving AngII (control and LY272015), and 18–20 mice per group in those receiving AngII (AngII alone and AngII+LY), to account for an expected 10% mortality from aortic aneurysm/rupture and due to planned pump removal (*n* = 7–8 per group). One mouse from each AngII and AngII+LY died, the former on day 30, after pump removal, and latter on day 20 due to abdominal aortic aneurysm/rupture. A subset of hearts (*n* = 5/group) were stored in formalin for subsequent histological analysis. A separate subset of hearts (*n* ≥ 5/group) were micro-dissected and aortic valve leaflets were processed for bulk RNA sequencing.

### Murine blood pressure measurement

Blood pressure measurements were performed in conscious mice using a computerized tail cuff method (Coda 4.2.2; Kent Scientific Corporation, Torrington, CT, USA). Mice were placed in an animal holder on a warming platform until the tail temperature was verified between 32 and 35 °C. Blood pressure results were averaged over ten repeated measurements for each mouse, after five acclimation cycles, as previously described (14). Data were collected at the culmination of 28 days and 24 h after pump removal.

### Murine echocardiography

After both 28 days of AngII infusion, and 48 h after pump removal, B-mode ultrasound with color Doppler using the right parasternal long-axis view (RPLAX) was additionally performed to assess aortic valve (AV) function under isoflurane anesthesia (15, 16). AV velocity was measured using pulsed-wave Doppler imaging and included peak and mean systolic velocity and pressure gradients. M-mode ultrasound using parasternal short-axis view (PSAX) was additionally performed to assess LV function (15, 16). Characterization of left ventricular outflow tract (LVOT), aortic valve (AV), ascending aorta (AA) was performed. Echocardiography and data analyses done using Fujifilm Visualsonics VEVO 3100 High Frequency Ultrasound Imaging System and VEVO Lab software, respectively, by experienced sonographers who were blinded during the study, as previously described (14).

### Human specimens

All human subjects research in this study, including the use of human tissues, conformed to the principles outlined in the Declaration of Helsinki. Patients with AS referred for first time surgery at the participating hospitals from 2009 to 2022 were enrolled in this study. Informed consent per IRB approval was obtained at either The Hospital of the University of Pennsylvania (IRB Protocol #809349), The Valley Hospital (IRB Protocol#11.0009), or Columbia University Irving Medical Center (IRB Protocol #AAAR6796) upon admission prior to surgery. All patient information was de-identified. Diseased aortic valves due to AS were collected after surgical explant. Exclusion criteria for this study included Marfan's syndrome, congenital valve abnormalities, endocarditis, rheumatic heart disease, history of cancer, autoimmune diseases, previous aortic surgery, and any history of cardiac trauma. SSRI use prior to surgery was ascertained by searching for the following drugs: Citalopram, Fluoxetine, Fluvoxamine, Paroxetine, Sertraline, and Vilazodone. Control AV tissue was isolated from healthy hearts from cardiac donors that were allocated for cardiac transplant but ultimately not transplanted for logistic reasons. Subjects with no known cardiopulmonary disease whose organs were listed but were unable to be placed at the time of organ recovery for heart transplantation, and who consented to donate tissue for research purposes by LiveOn New York (previously New York Organ Donor Network), were included in this study.

### 5-HTTLPR genotyping

Identification of 5-HTTLPR genotype was performed in DNA isolated from buffy coat from blood, when available, or myocardium tissue when blood was not available (normal hearts from group ii). DNA was isolated with a QIAamp DNA Mini Kit (Qiagen). The SERT promoter was amplified with specific primers (5-HTTLPR forward, 5′-TCCTCCGCTTTGGCGCCTCTTCC-3′ and 5-HTTLPR reverse, 5′-TGGGGGTTGCAGGGGAGATCCTG-3′). The fragment sizes were determined by agarose gel or determined by high throughput fragment analysis (3730 DNA Analyzer, GeneMate, Thermo Fisher Scientific) with results analyzed with PeakScannerTM2 software (Thermo Fisher Scientific).

### Gene expression by RT2 profiler

doiAV tissue for RNA analysis was flash frozen in liquid nitrogen. RNA samples suitable for RT2 PCR array profiler analyses were isolated using the RNeasy Fibrous Tissue Mini Kit (Qiagen). RNA concentrations were measured by Nanodrop technology (Thermo Fisher Scientific), and RNA integrity was assessed with the Agilent 2100 Bioanalyzer (Agilent). cDNA was prepared from RNA using the RT2 first strand system (Qiagen). qRT-PCR analyses were performed using RT2 Profiler Arrays (Qiagen) with specificity for dopamine-serotonin related gene expression. Each array contained a panel of proprietary controls to monitor genomic DNA contamination as well as the first strand synthesis, and real-time PCR efficiency (Qiagen). The “Dopamine-5HT” RT2 Profiler arrays contained 96 target genes, as well as housekeeping genes for normalization that included: Actin-beta, Beta-2-microglobulin, Glyceraldehyde-3-phosphate dehydrogenase, and Ribosomal protein-large-P0. Gene expression and fold changes were calculated using the 2^(−ΔΔCt)^ method.

### Human AVIC isolation and culture

Human AV leaflets were minced and digested with 0.25 mg/mL collagenase type 2 and 30 IU/mL hyaluronidase in complete DMEM for 16h–24 h at 37°C. Cryo Recovered VICs at passages 2–5 were used for all experiments. AVICs were treated for 7 days with 100 μM H_2_O_2_, 100 nM AngII or vehicle in complete growth medium, with treatment/medium replaced every 48 h. Replicates correspond to biological replicates.

### SERT silencing

Control AVICs were subjected to siRNA-mediated knockdown. AVICs were transfected with ON-TARGETplus SMARTpool siRNAs for SERT or nontargeting Ctrl pool (scrambled) (Dharmacon, Lafayette, CO) with the transfection reagent Lipofectamine RNAiMAX (Invitrogen, Grand Island, NY). The siRNA constructs were added to FBS-free OptiMEM medium at a concentration of 165nM in combination with lipofectamine. After 4 h, the medium was changed to fresh DMEM containing 10% FBS and incubated for 72 h. AVIC were subsequently treated for 7 days with 100 nM AngII or vehicle.

### Real time PCR for human VICs

Isolation of total mRNA for real-time PCR from human VICs was performed using the RNeasy mini kit (Qiagen). RNA concentration was measured on a DS11 spectrophotometer (DeNovix). 20–50 ng of RNA were retro-transcribed with a Maxima H Minus cDNA Synthesis Master Mix kit (Thermo Fisher Scientific), with equal amount of template RNA in each sample compared. Gene expression was measured with Thermo Fisher Scientific Taqman probes (Table 1) in a QuantStudio™ 5 Real-Time PCR System (Applied Biosystems, Thermo Fisher Scientific). GAPDH was used as a housekeeping gene.

**Table 1:** TaqMan probes for human gene expression analysis.

Gene	TaqMan assay ID
HTR2A	Hs06626790_s1
HTR2B	Hs00168362_m1
ACTA2	Hs00426835_g1
COL1A1	Hs00164004_m1
SPP1	Hs00959010_m1
RUNX2	Hs01047973_m1
SERT	Hs00984349_m1
TGFβ	Hs00998133_m1
Gapdh	Hs02786624_G1

### Histology and immunohistochemistry of AV tissue

Histology was performed in 5 µm sections from normal human AV leaflets and stenotic AV leaflets with the following stains/antibodies. Von Kossa (Polysciences 24633-1), and Alizarin Red (Sigma A5533) as markers of calcium deposition. Picrosirius red stain (Abcam AB150681); marker of fibrosis. Standard, single day staining protocols were carried out for Von Kossa, Alizarin red and Picrosirius red each including deparaffinization, hydration, stain incubation, counterstaining, dehydration and mounting steps. Care was taken to adjust pH of Alizarin red to 4.1–4.3 using 10% ammonium hydroxide. Additionally, direct UV light exposure was required for developing the Von Kossa brown staining in sections. A two-day immunohistochemistry protocol was used for HTR2B receptor (ProteinTech, 26408-1-AP). Paraffin-embedded leaflets were deparaffinized and hydrated with 100% xylene, 100% ethanol, 70% ethanol and deionized water washes. An antigen retrieval step using 1× citrate performed for immunohistochemistry of HTR2B. A blocking step performed on slides with 3% BSA in PBS following 5-minute wash with 1× DAKO. Sections incubated in primary antibodies dilution at 4°C overnight. Endogenous peroxidase was quenched in the following day using 3% H_2_O_2_. This was followed by incubation in secondary antibodies, DAB chromogen development and nuclear hematoxylin staining. Sections were dehydrated in reverse order using 70% ethanol, 100% ethanol, 100% xylene, then completed with permount mounting medium and glass cover slips. Assessment of images was performed in a blinded fashion using simple light microscopy under 5× and 10× magnification. The Molecular Pathology/MPSR Core (HICCC) at Columbia University was utilized for cutting sections from paraffin blocks as well as Hematoxylin and Eosin staining.

### Immunofluorescence of human aortic valves (SERT and HTR2B)

Human AVs were embedded in paraffin blocks and cut into 5 µm sections. Paraffin-embedded AV leaflets were deparaffinized and hydrated with successive 100% xylene, 100% ethanol, 70% ethanol and deionized water washes. The antigen retrieval step was performed using 1× citrate in a distilled water steamer for 30 min. Blocking was performed for 1 h at room temperature with 3% BSA-Tween (0.1%) in 1× PBS. Target proteins were stained within separate sections: SERT and HTR2B. Primary antibody for SERT (Thermo Fisher Scientific 711108) at 1:100 dilution was incubated at 4 °C overnight. Primary antibody for HTR2B (Invitrogen 720256) at 1:500 dilution was incubated at 4°C overnight. Alexa-Fluor-555 secondary antibodies (Thermo Fisher Scientific) at 1:400 incubated for 1 h at room temperature in addition to DAPI at 1:5000. Coverslips were mounted on slides with ProLong™ Diamond Antifade Mountant (Thermo Fisher Scientific). Sections were analyzed by using a Nikon Ti Eclipse inverted microscope with A1 scanning confocal microscope. 10x/0.37 and 20x/0.75 objectives were employed. 1,024 × 1,024 pixel images were acquired using NIS Elements software. The acquisition was performed by adopting laser power, gain, and offset settings that allowed maintaining pixel intensities within the 0–255 range to avoid saturation. Settings for each antibody were maintained among sessions. Assessment of images was performed in a blinded fashion.

### RNA sequencing

Bulk RNA-seq raw fast files were first subjected to quality control using FastQC (v0.12.1) to identify potential issues such as contamination and adapter sequences (Supplementary Figure S3). After trimming low-quality sequences, FastQC was rerun on the cleaned reads to ensure that all major quality issues were resolved. The sequencing reads were then aligned to the mouse reference genome (GRCm39) using HISAT2. Gene expression levels were quantified with feature Counts and differential expression analysis was conducted using DESeq2. The differentially expressed genes (DEGs) between different conditions were determined using the Wald test with a cut-off for absolute log2 fold change greater than 0.5 and adjusted *p*-values less than 0.05. Volcano plots and pathway analyses were generated with Ingenuity Pathway Analysis (IPA) (Qiagen), and the heatmaps were generated using RStudio's Shiny app.

### Statistical analyses

The statistical analyses in Figures 3, 7 and Supplementary Figure S1 were to compare levels for quantitative data. In the cases where the comparisons we wanted to test were based on the science (and not on the data) *t*-tests were used. In the case of Supplementary Figure S1, since the data are pre and post pump and hence paired, paired *t*-tests were used. We also controlled for multiplicity when appropriate. Tukey HSD was used in comparing all pairs of levels; this is the most conservative. When the aim was to compare each level to the control then Dunnett's test was used. We considered whether to use nonparametric tests in lieu of *t*-tests: Wilcoxon rank sum instead of the *t*-test and Wilcoxon signed-rank instead of the paired *t*-test. The data were not sufficiently skewed to warrant using the nonparametric analogues particularly since the sample sizes were modest. For all analyses, *p*-values were two-sided, and *p* < 0.05 was considered significant. Data are expressed as means ± standard error of mean (SEM), unless noted. Graphs were prepared in Graph Pad Prism.

## Results

### Aortic stenosis is associated with decreased SERT and increased HTR expression

We previously reported decreased SERT activity and over-representation of 5-HTTLPR LL genotypes in patients with degenerative mitral regurgitation (7). Thus, we first tested the expression of SERT and HTRs as well as the 5-HTTLPR genotypes in human explants from patients with AS and anatomically normal AV. Genotypes were labeled according to the length of the 5-HTTLPR region, “L” for long and “S” for short. The expected distribution of LS, LL and SS in the general population would be ≅50/25/25% according to the Hardy-Weinberg equilibrium.

Sixty-six patients undergoing aortic valve replacement (AVR) for severe AS were prospectively enrolled, along with 12 patients with anatomically normal AV (rejected cardiac donors with healthy valves) (Table 2). In patients with AS, median age was 67.5 [IQR 62.0–75.8], 30.3% NYHA Class III/IV, with a non-significant overrepresentation in LL and LS 5HTTLPR polymorphism relative to predicted Hardy-Weinberg equilibrium (LS 54.5%/ LL 28.8%/ SS 16.7%). In comparison 33% of patients (75 out of 225) undergoing MV replacement were carrying the LL 5HTTLPR polymorphism in our recent study, suggesting that AS progression has a weaker association than MR with SERT polymorphism genotype.

**Table 2:** Demographics and relevant medical history for all 66 aortic stenosis patients.

Parameter	Total (*n* = 66)
5-HTTLPR Polymorphism	
LL	19 (28.8%)
LS	36 (54.5%)
SS	11 (16.7%)
Men	38 (57.6%)
Women	28 (42.4%)
Age at surgery, *years* (median, *IQR*)	67.5 [62.0, 75.8]
Mitral Valve Dysfunction	3 (4.5%)
BAV	29 (43.9%)
Coronary Artery Disease	32 (48.5%)
Atrial Fibrillation	8 (12.1%)
NYHA Class III–IV	20 (30.3%)
Medications	
Aspirin	45 (68.2%)
SSRI	7 (10.6%)

We then assessed, at protein and RNA level, the expression of key 5HT signaling markers in patients with isolated AS (representative echocardiography images are shown in Figure 1A). In Figure 1B, we show resected human aortic leaflets from normal AV and stenotic AV (top panels) while representative topographic images generated by 3-Dimensional Laser profiler are shown in the bottom panel, highlighting the severity of AS in these patients. Alizarin red staining of explanted AV leaflets of AS patients and control showed pathological remodeling of the cusp with severe calcium accumulation (Figure 1C). Immunofluorescence staining of AV tissue indicated decreased SERT in AS vs. normal cusps (Figure 1D) and increased protein expression of HTR2B (Figure 1E). These results, mirroring our results on degenerative mitral regurgitation, led us to hypothesize that 5HT might be able to exert increased HTR-dependent signaling in AS due to decreased clearance of extracellular serotonin by reduced SERT.

**Figure 1:**
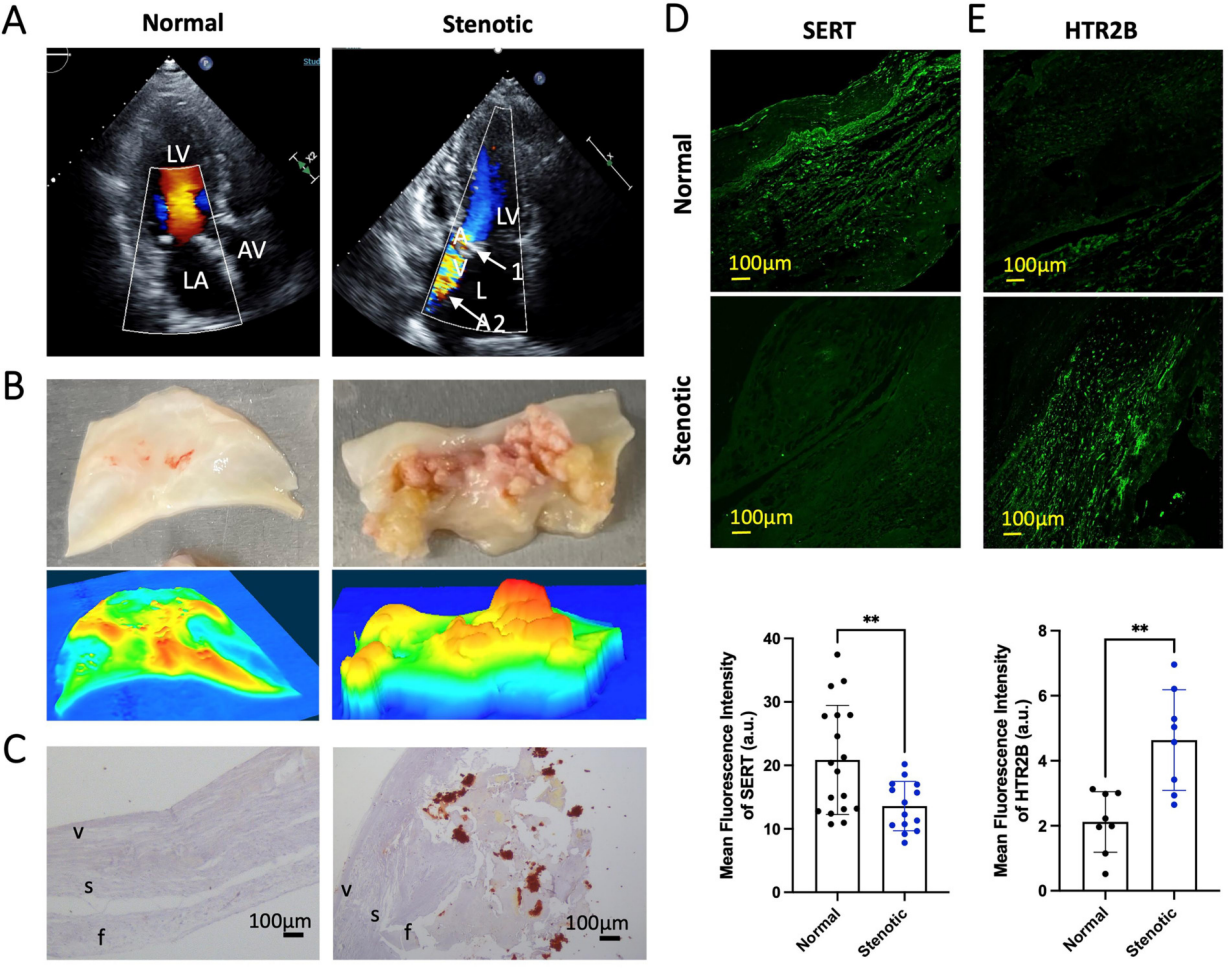
Phenotype of calcified AS aortic valve leaflets, includes *SERT* expression downregulation and *HTR2B* upregulation **(A)** representative echocardiography images of a patient with AS prior to surgical aortic valve replacement; LA, left atrium; AV, aortic valve; LV, left ventricle. Arrow 1 (top panel, white) indicates the thickened and calcified aortic valve. Arrow 2 (top panel, white) indicates AS jet visualized by Doppler ultrasound. **(B)** Resected aortic leaflet of human normal AV and stenotic AV (top). Representative topographic images generated of normal AV and stenotic AV by 3-Dimensional KEYENCE Laser profiler (bottom). Colors corresponding from high to low respectively: red-orange-yellow-green-blue. **(C)** Alizarin Red staining of normal AV samples from heart donors (left) and AS AV leaflets resected during surgery (right); f, zona fibrosa; s, zona spongiosa; v, zona ventricularis. Alizarin Red shows accumulation of calcium deposits (red/orange). The images were taken under brightfield microscope a 20× objective. **(D)** Representative immunofluorescence staining of SERT and the quantification of mean fluorescent intensity in normal AV and AS AV tissue (green). **(E)** Representative immunofluorescence staining of HTR2B receptor and the quantification of mean fluorescent intensity in normal and AS AV tissue (green). All immunofluorescent images were taken with a confocal microscope at 20× magnification. Error bars indicate SD. **Indicates *p-value* < 0.05 with unpaired Student's *t*-test.

Using RT2 profiler gene arrays, we then compared gene expression in AS vs. normal AV patients. In AS, SERT was significantly downregulated compared to normal AV. Furthermore, 12 HTRs were significantly upregulated, including HTR2A and HTR2C (Figure 2). However, HTR2B expression was not significantly different in AS compared to normal AV at transcriptional level. Consistently, our analysis of an independent RNAseq dataset from AS patients (GSE153555) showed a similar pattern of SERT and HTR2B gene expression. Interestingly, other upregulated genes included AKT1 and AKT2, which are important for AngII-mediated cardiac hypertrophy. We, and others, have demonstrated a crosstalk between AngII and 5HT signaling with human and murine data showing that specific inhibitors of HTR2B mitigate AngII-induced MV remodeling (13). Thus, these results formed our rationale to mechanistically investigate modulation of 5HT-signaling in a murine model of aortic valve remodeling, namely via AngII infusion. We hypothesize that AS may be characterized by decreased SERT and increased HTR expression or activity, potentiating the effects of AngII, and creating a therapeutic target in HTR blockade.

**Figure 2:**
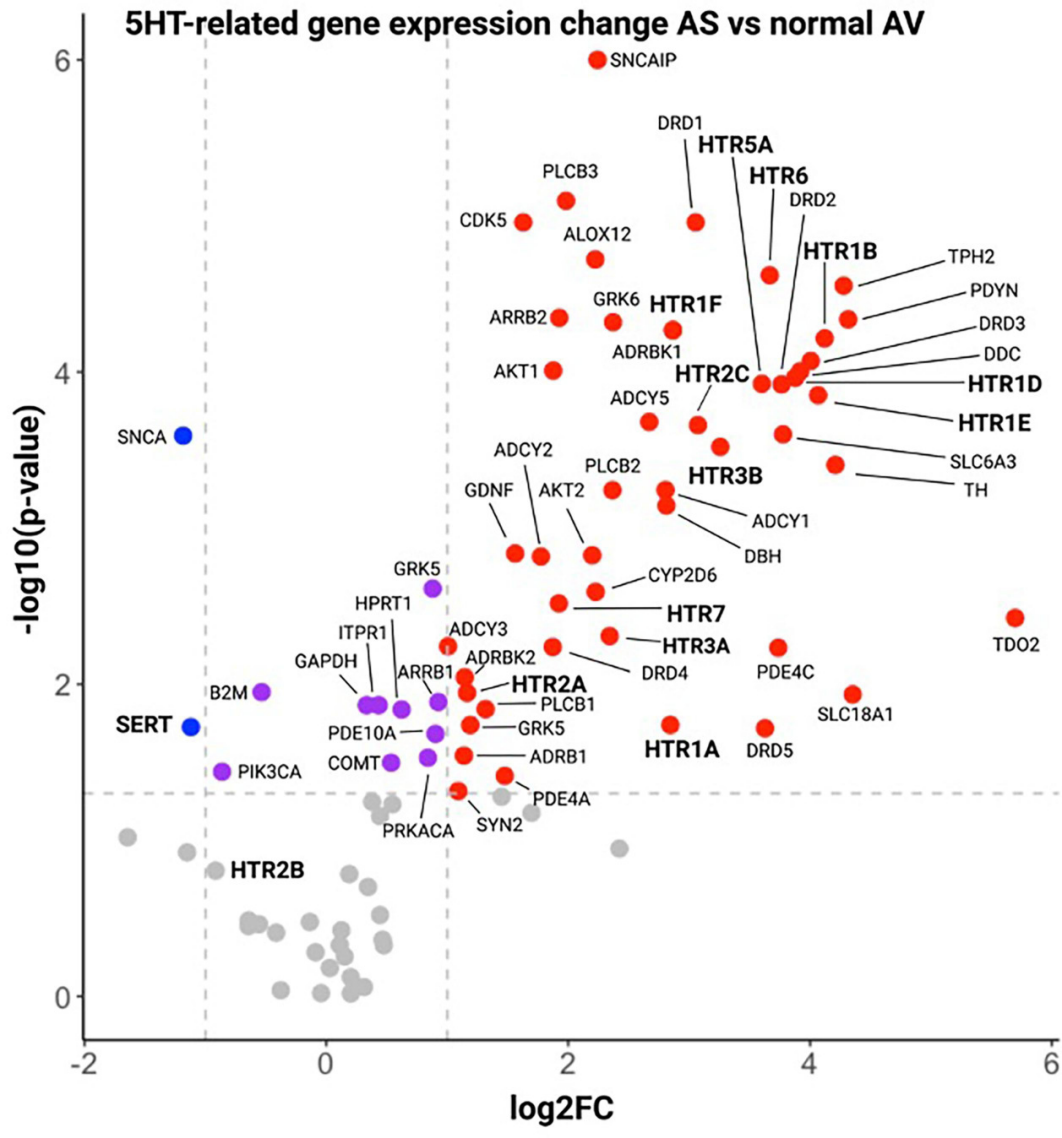
Volcano plot of gene expression results by RT2 profiler panels of 5HT-related genes in aS patient vs. control AV tissue. Serotonin-related genes in Stenotic AV tissue in comparison with normal AV tissue. Horizontal dotted lines denote the genes with −log10 > 1.3 (corresponding to a *p* value = 0.05 by Student t test, purple dots), vertical dotted lines define genes with a log2 fold change >1 (red dots) or <−1 (blue dots), corresponding to fold change = 2 and 0.5 vs. normal, respectively.

### AngII-administered mice have aortic valve leaflet thickening, impaired hemodynamics, and fibrotic/osteogenic gene remodeling, each mitigated by HTR2B blockade

We studied the role of HTR2B blockade in controlling AV remodeling *in vivo*. Chronic infusion of AngII in hypercholesteremic mice resulted in elevated blood pressure compared to control mice (AngII mean arterial pressure (MAP) 135.3 ± 18.9 mmHg vs. NT 121.7 ± 16.8, *p* < 0.05), and LY272015 prevented this MAP increase due to AngII (AngII+LY MAP 121.3 ± 18.8, *p* < 0.05 vs. AngII) (Figure 3A). On echocardiography, markers of aortic valve disease, increased velocities, and pressure gradients, were observed in AngII mice (AngII mean gradient 4.40 (IQR 3.6–6.1) mmHg vs. NT 1.5 (1.3–1.6), *p* < 0.05; AngII peak velocity 1,700.8 (IQR 1,604.7–2,068.8) mm/s vs. NT 1,022.0 (993.8–1,048.8), *p* < 0.05), without significant changes to fractional shortening (28.3% vs. 23.0%) (Figures 3B–D). LY272015 reduced both the peak velocity and mean pressure gradient (AngII+LY mean gradient 2.0 (IQR 1.5–3.0) mmHg and peak velocity 1,225.6 (1,014.6–1,415.1) mm/s, *p* < 0.05 vs. AngII), and these values were not significantly different from the NT gradients/velocities. All other echocardiographic parameters are shown in Supplementary Table S1.

**Figure 3:**
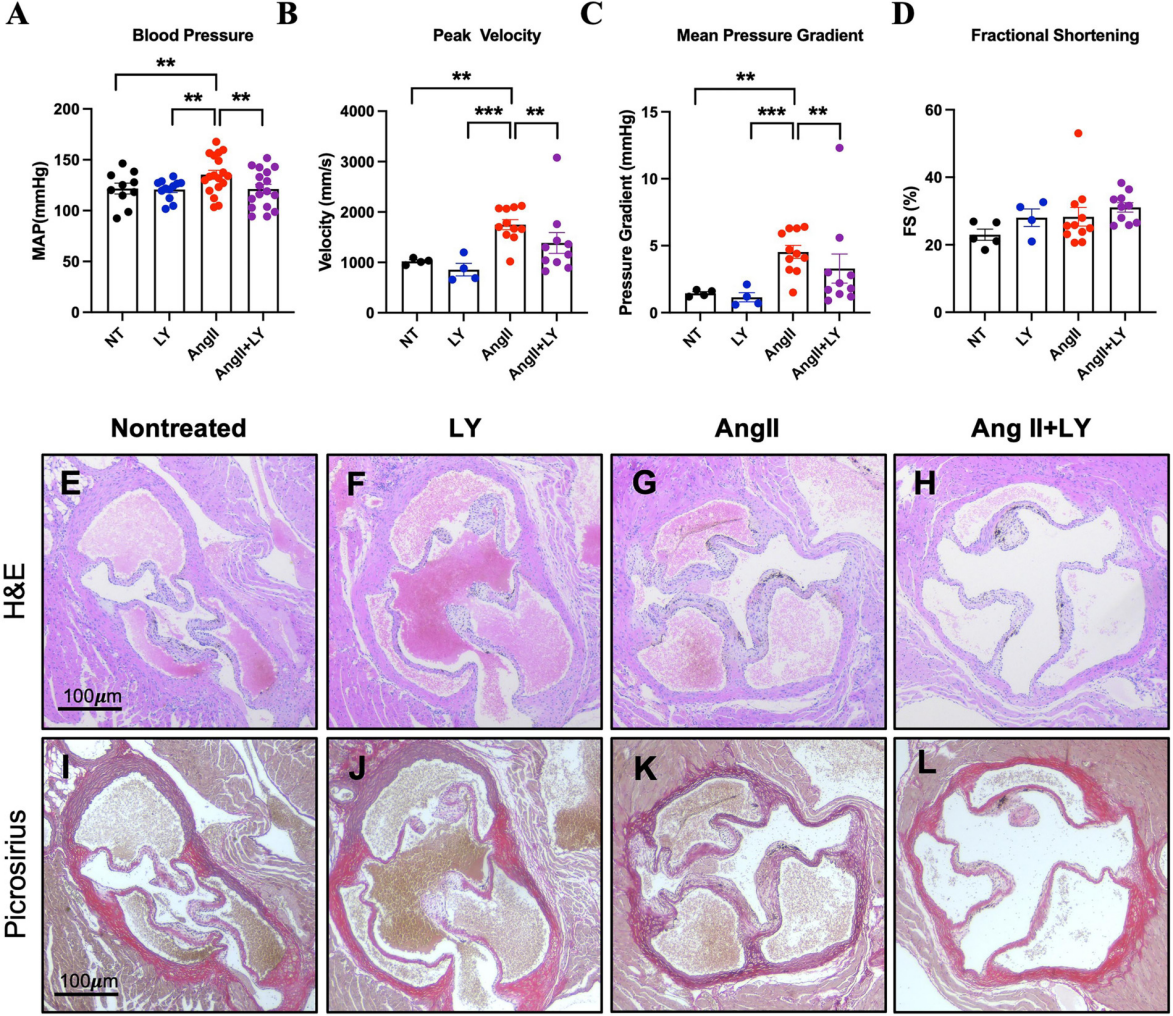
LY272015 prevents hypertensive response and aortic valve thickening. **(A)** Blood pressure measurements in NT (nontreated), LY, AngII and AngII+LY mice. **(B)** Peak AV velocity, **(C)** Mean AV pressure gradient, and **(D)** fractional shortening (FS) in NT, LY, AngII, and AngII+LY mice. Individual dots correspond to an average of ∼10 repeated blood pressure measurements in each mouse or individual mice for echo measurements. Representative H&E (**(E)**: saline-treated mice, **(F)**: WT mice treated with AngII, (1,000 ng/kg/min) using osmotic pumps (Alzet 2004) for 28 days; **(G)**: WT mice treated with LY272015 (3 mg/kg in sterile PBS) twice/week over the 28-days, **(H)**: WT mice treated with AngII, (1,000 ng/kg/min) using osmotic pumps (Alzet 2004) for 28 days also treated with LY272015 (3 mg/kg in sterile PBS) twice/week over the 28-days. Picrosirius red staining of nontreated **(I)**, AngII **(J)**, LY **(K)**, and AngII+LY **(L)** murine aortic valves. Arrow indicates 1/3 mice aortic valve semilunar leaflet. All stains, *n* ≥ 5/group. Error bars indicate SEM. **Indicates *p-value* <0.05 and ***indicates *p*-value <0.01 by ANOVA, Wilcoxon Rank Sum, or Student's t-test as appropriate.

Furthermore, AngII infusion in hypercholestrolemic mice resulted in remodeling of the cardiac structures, including thickening of the heart valves (Figures 3E–L). The choice of this animal model was driven by growing evidence indicating that AngII induces its pleiotropic effects through NADPH-driven generation of ROS. Twenty-eight days of AngII infusion led to pathological thickening of the aortic valve (Figures 3G,K). However, mice receiving concurrent 3 mg/kg LY272015 treatment, both alone (Figures 3F,J) and with AngII (Figures 3H,L), retained thin cusps more closely resembling not-treated mice.

To assess the confounding vasopressor effect of AngII on our hemodynamic results, a subset [*N* = 7–8 per group] of AngII+LY and AngII mice had their Alzet pumps removed, with blood pressure and echocardiography repeated 24–48 h later. After pump explant, blood pressure in both AngII and AngII+LY groups decreased significantly (AngII decrease 33.7 ± 12.9 mmHg, *p* < 0.05; AngII+LY 27.7 ± 16.0) but remained lower in AngII+LY vs. AngII (*p* < 0.05) (Supplementary Figure S2A). This was associated with a non-significant trend toward decreased gradients/velocities in both groups, although here too AngII+LY had 14%–17% reduction in mean gradient/peak velocity), similar to the results observed prior to pump removal (Supplementary Figure S2).

Bulk RNA sequencing of the explanted AVs showed the greatest differences between AngII and untreated Ctrl mice (1,195 differentially expressed genes, DEGs) (Figures 4A,B; Supplementary Figure S3). 

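The deposited table covers the aortic valves of 14 mice. These were 4 untreated Ctrl mice, 2 mice given LY272015 alone (LY), 4 AngII mice and 4 AngII+LY mice. The paper gives at least 5 hearts per group for sequencing, and the sample labels give 4 per group. The authors may therefore have used other libraries as well. AngII was infused at 1000 ng/kg/min for 28 days from 8 weeks of age, and LY272015, an antagonist of the serotonin receptor HTR2B, was injected at 3 mg/kg. The paper gives 2 injections a week, and the sample labels give an interval of 2 days. The sample labels place every AngII and AngII+LY mouse 48 hours after pump removal, where the paper describes pump removal for a subset. The AngII values may therefore include the time after the infusion ended. The authors aligned the reads to GRCm39, counted them on genes and deposited 1 table of 56941 Ensembl genes. The table is named as normalized counts, but its values are whole-number counts without normalization. Between 20990655 and 73128220 counts per library fell on genes, with a median of 58647684 in Ctrl, 62878984 in LY, 53225259 in AngII and 45597715 in AngII+LY mice. Genes were tested with edgeR's quasi-likelihood method and TMM normalization in 1 fit of all 4 groups, over the 19145 genes with a mean count of at least 10. Values below are TMM-normalized counts, given as the mean ± SD of the mice in a group. Mitochondrial genes took 4.0 to 7.52% of the counts in Ctrl, 8.62 to 9.76% in LY, 9.83 to 25.5% in AngII and 10.1 to 20.2% in AngII+LY mice. The share was higher in every AngII mouse than in every Ctrl mouse, by 12.2 percentage points on average (exact 2-sided permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). Between AngII+LY and AngII mice the shares overlapped (difference of -4.06 points, p = 0.4 by the same exact test).

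**Figure D1:**
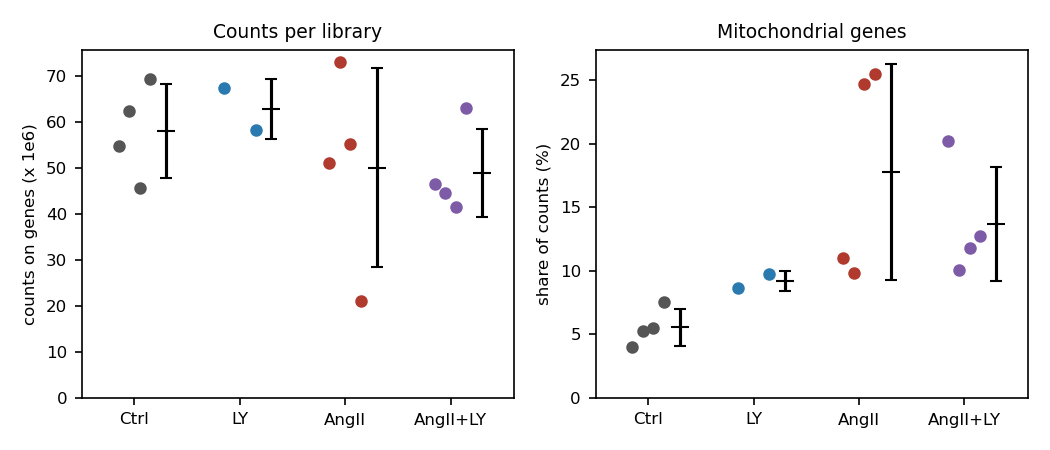
Counts on genes per library (left) and the share of counts on mitochondrial genes in percent (right) for each of the 14 libraries; points are mice and bars are the mean ± SD of each group. The smallest library and the largest, with 20990655 and 73128220 counts, are both from AngII mice.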

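At a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.5, the cut-off in the paper's methods, 0 genes were called between AngII and Ctrl mice. The smallest adjusted p was 0.0573, just above that threshold, and 566 genes had an adjusted p under 0.06. At an unadjusted p under 0.05 there were 4815 genes, 2575 higher and 2240 lower in AngII. This balance depended on the processing, with 2420 higher and 2664 lower in limma at a pseudocount of 0.5. The corresponding unadjusted counts were 4315 for AngII+LY against AngII, 2112 for AngII+LY against Ctrl and 266 for LY against Ctrl. The alternative that moved the number called most was DESeq2's Wald test, the paper's method, which called 2729 genes at the same cut-off, 1780 higher and 949 lower. At an absolute log2 fold change above 1, the cut-off in the legend of Figure 4A, DESeq2 called 1217 genes, 923 higher and 294 lower; this setting was added after the values had been seen. Without AngII 4, the mouse with the smallest library, DESeq2 at this cut-off called 417 genes, 392 of them among the 1217.
The 18 genes labelled in Figure 4A comprised 9 higher and 9 lower genes, with adjusted p from 0.0573 to 0.0574. Mospd2 (ENSMUSG00000061778, chromosome X from 163719165 to 163763371) had 1504 ± 310 normalized counts (SD, n = 4) in AngII and 611.7 ± 84.3 (SD, n = 4) in Ctrl mice, a log2 fold change of 1.30 (standard error 0.20). With each mouse left out in turn it stayed between 1.17 and 1.41, but it was 0.711 after the correction for GC content described below. The mitochondrial tRNA gene mt-Tq (ENSMUSG00000064343) had 1335 ± 954.9 normalized counts in AngII and 218.1 ± 74.6 in Ctrl mice, a log2 fold change of 2.61 (standard error 0.44). Ucp1 (ENSMUSG00000031710, chromosome 8 from 84016647 to 84025085) had 519.8 ± 370.5 normalized counts in AngII and 3844 ± 1468 in Ctrl mice, a log2 fold change of -2.88 (standard error 0.52). In each of these 3 genes no AngII mouse overlapped a Ctrl mouse (exact permutation p = 0.0286). The labelled genes are the paper's own calls on the same libraries, so this separation shows no stability. Over the 14 libraries log2 Ucp1 followed the mean of the other adipocyte marker genes (Pearson's r = 0.92, permutation p = 2e-05; Spearman's rho = 0.91, permutation p = 4e-05). That r was 0.9 without the 2 libraries farthest from the median and 0.87 within groups (permutation p = 0.00079).
Log2 fold changes fell with gene GC content across 19043 genes, which are not independent replicates (Spearman's rho = -0.538). After a loess correction of each library for GC content, 0 genes were called and 2980 had an unadjusted p under 0.05, 2269 higher and 711 lower. For AngII+LY against Ctrl the unadjusted count rose from 2112 to 2758 with this correction. From its counts of DEGs, the paper states that the greatest differences were those between AngII and untreated Ctrl mice.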

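The paper scored pathways with Ingenuity Pathway Analysis, which was not used here. In its place, the score of a gene set in a mouse was the mean of log2(normalized count + 1) over the set's genes with a mean count of at least 10. Each of 34 sets, written before the data were examined or listed in the paper's figures, was compared between groups by an exact 2-sided permutation test. No set passed the Benjamini-Hochberg adjustment over the 136 comparisons, where the smallest adjusted p was 0.216. The number of mice nearly fixes this outcome, since with the smallest p that 4 mice against 4 allow, a set could pass only if most of the comparisons stood at that p.
The score of the mitochondrial tRNAs, of which 8 of 22 genes could be tested, was 8.04 ± 0.87 (SD, n = 4) in AngII and 6.11 ± 0.41 (SD, n = 4) in Ctrl mice. All 8 genes were higher, and no AngII mouse overlapped a Ctrl mouse (difference 1.93, exact permutation p = 0.0286). The 2 mitochondrial rRNAs rose by 1.68 and the 13 mitochondrial protein-coding genes by 1.56, each with exact permutation p = 0.0286. After the GC correction the difference was 1.38 for the tRNAs (exact permutation p = 0.0286), and 0.926 and 0.876 for the rRNAs and the protein-coding genes, each with exact permutation p = 0.114. The score of 31 nucleolar rRNA processing genes differed by -0.0364 (exact permutation p = 0.657), with 13 genes higher and 18 lower, and by 0.0605 after the GC correction.
Of the 11 glycation genes 3 were higher and 8 lower in AngII (difference -0.625, exact permutation p = 0.0571). The 20 HMGB1 and receptor genes comprised 10 higher and 10 lower genes (difference -0.108, exact permutation p = 0.8), and the score of AngII 3 lay below those of the other AngII mice. With a pseudocount of 10 this difference was 0.101. Hmgb1 itself (ENSMUSG00000066551) had 9348 ± 1967 normalized counts in AngII and 6293 ± 1398 in Ctrl mice, a log2 fold change of 0.57 (standard error 0.21, edgeR adjusted p = 0.125). The score of the serotonin receptor and metabolism genes, 10 of 22 of which could be tested, was 6.35 ± 0.20 in AngII and 7.03 ± 0.51 in Ctrl mice (difference -0.686, exact permutation p = 0.0857), with 5 genes higher and 5 lower and Ctrl 3 below the other Ctrl mice. Its member Tph1 was at 0 in all 4 AngII mice and had 27.8 ± 13.3 normalized counts in Ctrl mice.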

AngII activated important signaling axes that are known to play key roles in the development of AS such as mitochondrial tRNA processing and RNA degradation, rRNA processing, glycation signaling, HMGB1 signaling, and 5HT signaling pathways (17) (Figure 4C). 

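For AngII+LY against AngII, 0 genes were called at the cut-off of the paper's methods, with a smallest adjusted p of 0.0568. There were 364 genes with an adjusted p under 0.06, and 4315 with an unadjusted p under 0.05, of which 1937 were higher and 2378 lower in AngII+LY. The balance was the other way after the GC correction, with 1756 higher and 1288 lower, and with quantile normalization in limma, with 2198 and 2094. DESeq2's Wald test called 2142 genes at the same cut-off, 1067 higher and 1075 lower. Above an absolute log2 fold change of 1 it called 1000 genes, 448 higher and 552 lower, and 8 of these had estimates beyond 20 in absolute size.
Of the 15 genes labelled in Figure 4D, 7 had DESeq2 estimates beyond 20 in absolute size and were counted in 4 to 6 of the 14 libraries. Gm20597, the gene at the upper right of the volcano plot, was at 0 in all 4 AngII mice and was counted in 1 AngII+LY mouse, with 96 counts. Ak8 was at 0 in all 4 AngII+LY mice and was counted in 1 AngII mouse, with 79 counts. Gm16712, Tmem236 and Tspan10 were likewise counted in AngII 2 alone of these 8 mice, with 158, 154 and 141 counts, and Gm19935 in AngII 3 alone, with 99 counts. Aknad1, counted in 3 AngII mice, fell below the minimum mean count.
Ndufa2 (ENSMUSG00000014294, chromosome 18 from 36875383 to 36877618), a subunit of respiratory complex I, had 42070 ± 4334 normalized counts (SD, n = 4) in AngII+LY and 17800 ± 5376 (SD, n = 4) in AngII mice. Its log2 fold change was 1.24 (standard error 0.22, edgeR adjusted p = 0.0568), and every AngII+LY mouse lay above every AngII mouse. The estimate stayed between 1.10 and 1.40 with each mouse left out in turn, and was 1.05 after the GC correction. Every AngII+LY mouse (36650 to 45700) also lay above every Ctrl mouse (21090 to 30410), so the rise was no return to the Ctrl level. Whether Ndufa2 follows the cardiomyocyte marker genes, as the oxidative phosphorylation genes below do, was not tested. Figure 4D labels Ndufa2 from these same libraries, so its separation of AngII+LY from AngII mice shows no stability.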

On the other hand, combined treatment (AngII+LY) compared to AngII treatment alone differentially regulated 950 genes (422 up and 528 down) (Figures 4D,E). The treatment of LY272015 alone did not induce any effect as expected; however, its combined treatment with AngII partly reversed the detrimental effects of AngII (Figure 4F**)**. 

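Between LY and Ctrl mice, 0 genes were called and 266 of the 19145 genes tested (1.39%) had an unadjusted p under 0.05. The unadjusted count was 668 with only these groups in the fit, and in limma 994 (5.19%) with array weights and 242 with a pseudocount of 10. With 2 LY mice, an exact permutation test of 2 mice against 4 cannot go below p = 0.067. DESeq2 called 17 genes at the cut-off of the methods, all lower in LY, and 9 of them had log2 fold changes beyond 20 in absolute size. With only these groups in the fit it called 65 genes above an absolute log2 fold change of 1. Of these, 25 were higher and 40 lower, and 4 were among the 17. The mitochondrial share of counts was higher in both LY mice than in every Ctrl mouse, by 3.62 percentage points on average (exact permutation p = 0.0667).
Between AngII+LY and Ctrl mice, 0 genes were called, with a smallest adjusted p of 0.0857, and 2112 genes had an unadjusted p under 0.05. Of these, 937 were higher and 1175 lower. After the GC correction there were 2758, 2105 higher and 653 lower, close to the 2980 for AngII against Ctrl. DESeq2 called 381 genes between AngII+LY and Ctrl mice at the cut-off of the methods. Above an absolute log2 fold change of 1 it called 289, and 546 after the GC correction. The test of whether LY272015 acted differently with and without AngII called 0 genes, and 2545 had an unadjusted p under 0.05.
Since no gene was called between AngII and Ctrl mice, the move back towards Ctrl was measured on the 4815 genes with an unadjusted p under 0.05. For 93.8% of them the AngII+LY mean lay on the Ctrl side of the AngII mean. The AngII mice enter both comparisons, so chance deviations of these mice alone raise this share. The AngII mice were therefore divided in all 6 ways into 2 mice that chose the genes with the Ctrl mice and 2 that were compared with AngII+LY. The mean share was then 80.3% (SD 11.8 over the 6 divisions, from 57.1 to 89.3%), where chance gives 50% on average. How far chance can move the share from 50% was not computed, and the divisions reuse the same mice. With the GC correction the share was 67.7%, from 44.6 to 80.3%. Log2 fold changes rose with GC content for AngII+LY against AngII (Spearman's rho = 0.428), where they fell for AngII against Ctrl. Part of the move back may therefore follow GC content.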

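The score of 74 nuclear oxidative phosphorylation genes was 15.06 ± 0.36 (SD, n = 4) in AngII+LY and 14.20 ± 0.43 (SD, n = 4) in AngII mice. The difference of 0.854 was not past the threshold (exact 2-sided permutation test, p = 0.0571), and 72 of the 74 genes were higher in AngII+LY. Between AngII and Ctrl mice the same score differed by -0.116 (exact permutation p = 0.714). It followed the score of 23 cardiomyocyte marker genes over the 14 libraries (Pearson's r = 0.98, permutation p = 1e-05, the smallest the permutations can give; Spearman's rho = 0.97, permutation p = 1e-05). That r was 0.97 without the 2 libraries farthest from the median and 0.97 within groups (permutation p = 4e-05). With the cardiomyocyte score as a covariate, 24.0% of the difference between AngII+LY and AngII was left. The cardiomyocyte marker genes took 2.96 to 5.89% of the counts in AngII+LY, 1.17 to 2.44% in AngII and 1.24 to 4.23% in Ctrl mice.
The mitochondrial protein-coding genes differed by -0.0903 between AngII+LY and AngII (exact permutation p = 0.886), and by 0.521 after the GC correction. For the cytotoxic granule genes, of which 8 of 11 could be tested, the score was 2.41 ± 0.79 in AngII+LY and 3.37 ± 0.31 in AngII mice, without overlap (difference -0.968, exact permutation p = 0.0286, adjusted p = 0.216). With a pseudocount of 10 the difference was -0.447 (exact permutation p = 0.0857). Gzma (ENSMUSG00000023132) had 18.6 ± 12.4 normalized counts in AngII+LY and 34.7 ± 23.9 in AngII mice, a log2 fold change of -0.89 (standard error 0.93, edgeR adjusted p = 0.612). Gzmb, with a mean count of 6.93, fell below the minimum mean count.

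**Figure D2:**
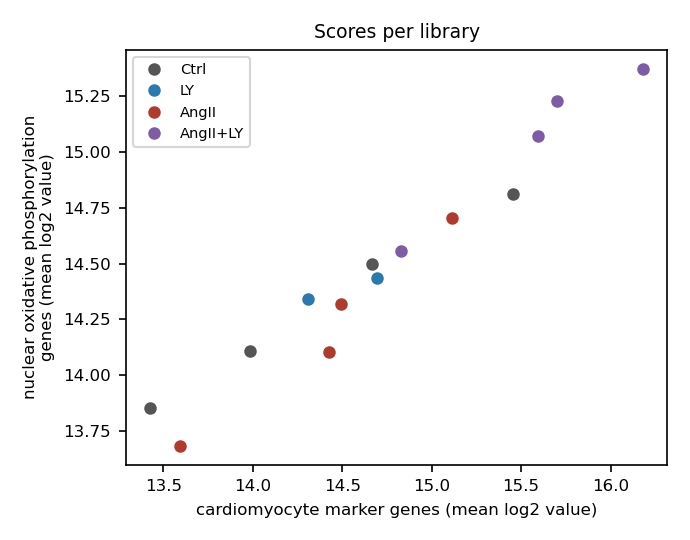
Score of the 74 nuclear oxidative phosphorylation genes (y axis, mean log2 value) against the score of the 23 cardiomyocyte marker genes (x axis, mean log2 value); each point is 1 of the 14 libraries, colored by group. The points of all 4 groups lie along 1 rising line (Pearson's r = 0.98, permutation p = 1e-05).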

LY272015 treatment positively regulated mitochondrial signaling pathways that are associated with physiologic heart valve function such as improved oxidative phosphorylation (18), improved respiratory electron transport and reduced mitochondrial dysfunction (19), and reduced granzyme signaling (20, 21). In addition, we found that TGFβ signaling-associated pathways, including fibrosis and extracellular matrix (ECM) associated genes, were significantly enriched with AngII treatment (Figures 5A,B; Supplementary Figures S4A,B), suggesting an enhanced fibrosis and stiffening of aortic valves. 

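The score of 22 genes for TGFβ ligands, receptors and SMADs was 12.20 ± 0.10 (SD, n = 4) in AngII and 12.11 ± 0.18 (SD, n = 4) in Ctrl mice. With 11 genes higher and 11 lower, the difference of 0.0951 was within the spread between mice (exact 2-sided permutation test, p = 0.371). After the GC correction it was 0.394 (exact permutation p = 0.0286). The 24 fibrillar collagen and matrix genes comprised 14 higher and 10 lower genes (difference 0.303, exact permutation p = 0.314). Their difference was 0.567 after the GC correction, and from 0.11 to 0.507 with 1 mouse left out at a time. Among the Ctrl mice this score was highest in Ctrl 1, at 13.9 against 12.8 to 13.4 in the others.
Tgfb2 (ENSMUSG00000039239, chromosome 1 from 186354985 to 186438294) had 3322 ± 1838 normalized counts in AngII and 1628 ± 592.1 in Ctrl mice, a log2 fold change of 1.03 (standard error 0.39, edgeR adjusted p = 0.128). Tgfb1 (ENSMUSG00000002603) had 2715 ± 960.5 in AngII and 3629 ± 967.7 in Ctrl mice, a log2 fold change of -0.42 (edgeR adjusted p = 0.373). For Col1a1 (ENSMUSG00000001506, chromosome 11 from 94827050 to 94843868) the values were 20270 ± 8296 in AngII and 26310 ± 8433 in Ctrl mice. Its log2 fold change was -0.38 (standard error 0.31, edgeR adjusted p = 0.479), and 0.21 after the GC correction. Acta2 (ENSMUSG00000035783) ranged from 6373 to 11960 in AngII mice and from 5386 to 284700 in Ctrl mice, where Ctrl 1 held the largest value (exact permutation p = 0.371). The score of 7 smooth muscle marker genes was also uneven among Ctrl mice, at 14.7, 12.3, 9.66 and 9.39 in Ctrl 1 to 4. It was between 9.55 and 11.0 in AngII mice, and 9.81, 12.8, 9.62 and 12.6 in AngII+LY 1 to 4. From the enrichment of these pathways, the paper proposes that fibrosis and stiffening of the aortic valves were enhanced.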

On the other hand, AngII+LY treatment suppressed these gene pathways including the 5HT signaling-related genes (Figures 5C,D; Supplementary Figures S4C,D). 

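Between AngII+LY and AngII mice the TGFβ score differed by -0.354, with 18 of 22 genes lower, and the fibrillar collagen and matrix score by -0.626, with 22 of 24 genes lower. In both sets every AngII+LY mouse lay below every AngII mouse (exact 2-sided permutation test, p = 0.0286; adjusted p = 0.216). After the GC correction the differences were -0.439 and -0.687, the latter with exact permutation p = 0.0571. With the cardiomyocyte score as a covariate, 40.7% of the difference in the fibrillar collagen and matrix score was left. Both AngII+LY means also lay below the Ctrl means. The TGFβ score differed from Ctrl by -0.258, with 20 of 22 genes lower (exact permutation p = 0.0857). The matrix score differed from Ctrl by -0.322, with 22 of 24 genes lower (exact permutation p = 0.286). With the GC correction these differences from Ctrl were -0.0446 and -0.12. Col3a1 (ENSMUSG00000026043) had 31990 ± 4563 normalized counts (SD, n = 4) in AngII+LY and 46740 ± 16350 (SD, n = 4) in AngII mice, a log2 fold change of -0.55 (standard error 0.29, edgeR adjusted p = 0.284).
The list in Figure 5B holds 39 serotonin-related genes, of which 25 were higher and 14 lower in AngII than in Ctrl mice, with edgeR adjusted p from 0.0573 to 0.15. The list in Figure 5D holds 27 genes, 12 higher and 15 lower in AngII+LY than in AngII mice, with adjusted p from 0.0568 to 0.15. Adjusted over each list alone, all 39 and all 27 genes passed 0.05, which shows no stability because the lists are the paper's own calls on these libraries. Among the genes in both lists, Slc18a2 (ENSMUSG00000025094), a vesicular monoamine transporter, had 833.5 ± 258.7 normalized counts in Ctrl, 1788 ± 116.2 in LY, 1780 ± 539.2 in AngII and 585.1 ± 180.6 in AngII+LY mice. Both LY mice lay above every Ctrl mouse. Its log2 fold change was 1.09 (standard error 0.30, adjusted p = 0.0632) for AngII against Ctrl and -1.60 (standard error 0.30, adjusted p = 0.0575) for AngII+LY against AngII, both from edgeR. The serotonin receptor and metabolism genes differed by 0.509 between AngII+LY and AngII (exact permutation p = 0.171), with 5 genes higher and 5 lower. Among the higher genes was Tph1, which had no counts in AngII mice, with a log2 fold change of 7.22 (edgeR adjusted p = 0.108). The difference is therefore no rise across the set. The scores of the genes in the lists of Figures 5B and 5D differed by -0.124 and -0.0384 (exact permutation p = 0.6 and 0.857).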

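None of the 3 sets of genes for the WNT/β-catenin, BMP and NOTCH pathways differed between AngII and Ctrl mice by more than the spread between mice. The score of the 31 WNT/β-catenin genes differed by -0.136 (exact 2-sided permutation test, p = 0.571), that of the 22 BMP genes that could be tested by 0.0878 (exact permutation p = 0.629) and that of the 24 NOTCH genes by -0.11 (exact permutation p = 0.286). After the GC correction these differences were 0.179, 0.261 and 0.239 in the same order, so that the direction changed for all but the BMP genes. Relative to the median of all genes, which the correction moved from -0.145 to 0.0569, the 3 differences were 0.00875, 0.233 and 0.0345 without it and 0.122, 0.204 and 0.183 with it. Without a filter on low counts, the BMP difference was -0.00852.
Bmp2 (ENSMUSG00000027358) had 4969 ± 4000 normalized counts (SD, n = 4) in AngII and 1706 ± 515.4 (SD, n = 4) in Ctrl mice, a log2 fold change of 1.54 (standard error 0.58, edgeR adjusted p = 0.129).
Between AngII+LY and AngII mice the BMP score fell by 0.487, without overlap (exact permutation p = 0.0286, adjusted p = 0.216). The WNT/β-catenin score differed by -0.49 (exact permutation p = 0.143) and the NOTCH score by -0.0602 (exact permutation p = 0.714). Bmp2 had a log2 fold change of 0.03 (edgeR adjusted p = 0.983). Against Ctrl mice the AngII+LY score differed by -0.399 for BMP (exact permutation p = 0.0571) and -0.171 for NOTCH (exact permutation p = 0.314). The WNT/β-catenin score differed from Ctrl by -0.626, without overlap (exact permutation p = 0.0286, adjusted p = 0.216). In the same order these were -0.214, 0.0535 and -0.404 after the GC correction. The lower BMP and WNT/β-catenin scores were thus no return to the Ctrl level.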

More interestingly, aortic calcification and chondrogenesis-related signaling, such as PTEN (22), PI3K/AKT (23–25), Wnt/β-catenin (26, 27), BMP (17, 28), and Notch (29, 30) pathways, were moderately upregulated with AngII treatment (Figures 6A,B), which was effectively reversed by the addition of LY (Figures 6C,D). 

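The score of the 24 inflammatory cytokine and chemokine genes that could be tested was 7.40 ± 0.49 (SD, n = 4) in AngII and 8.08 ± 0.52 (SD, n = 4) in Ctrl mice (difference -0.672, exact 2-sided permutation test, p = 0.143), with 7 genes higher and 17 lower. The score of the 15 osteogenic and chondrogenic genes that could be tested differed by -0.197 (exact permutation p = 0.714), and by 0.0644 after the GC correction. With 1 mouse left out at a time its difference ranged from -0.482 to 0.176. Between AngII+LY and AngII mice the score of 17 striated muscle contraction genes was 15.32 ± 0.68 and 14.00 ± 0.43, with all 17 genes higher and no overlap (difference 1.32, exact permutation p = 0.0286, adjusted p = 0.216). All 23 cardiomyocyte marker genes were higher as well (difference 1.17, exact permutation p = 0.0571). The difference in the striated muscle score was 1.22 after the GC correction (exact permutation p = 0.0571). Between AngII and Ctrl mice the striated muscle score differed by -0.0295 (exact permutation p = 0.914).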

Besides, our disease association analyses on DEGs revealed that the gene network activated by AngII treatment was associated with activation of inflammatory signaling and bone cell differentiation (Supplementary Figure S5) while LY treatment was largely associated with positive regulation of muscle function and negatively associated with fibrosis and cardiovascular diseases (Supplementary Figure S6), suggesting a relationship to a potential therapeutic role of HTR2B inhibition via LY272015.

**Figure 4:**
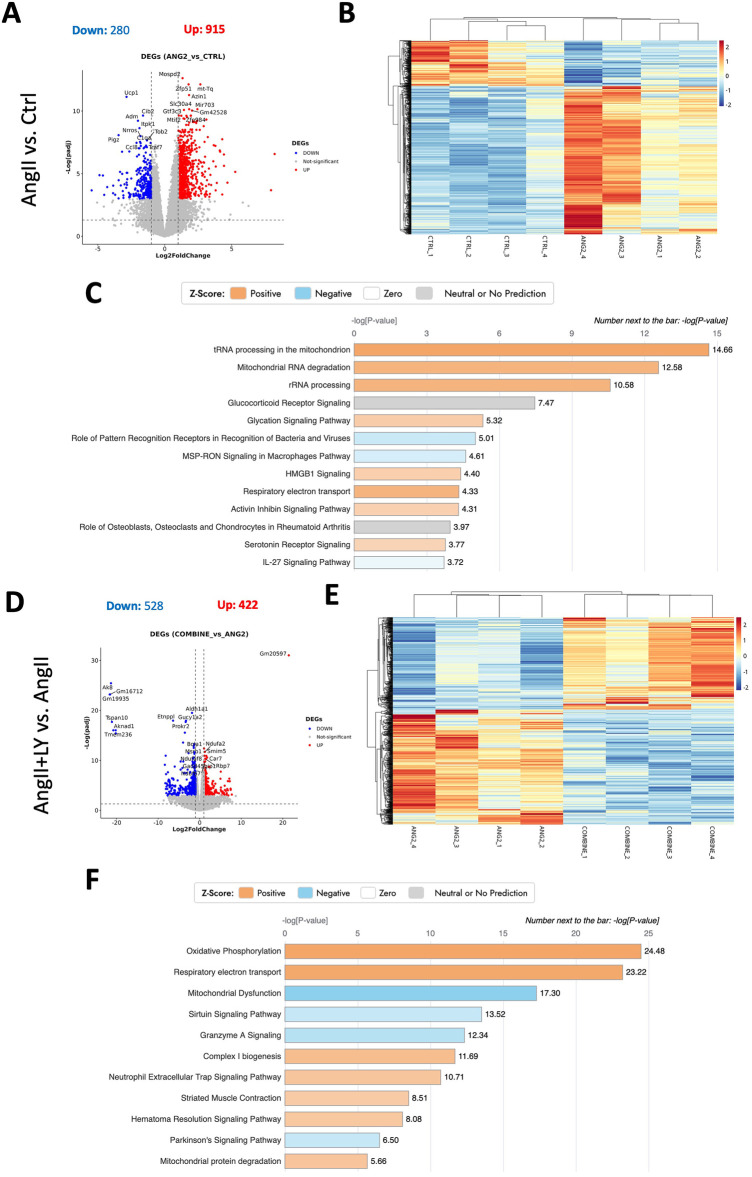
Bulk RNA sequencing reveals the reversal of AngII-induced remodeling in mouse AVs via the treatment with HTR2B antagonist, LY272015. **(A)** Volcano plot of Differentially Expressed Genes (DEGs) number, *p-value* <0.05 & |log2foldchange| > 1, of the AngII-treated group compared to the Ctrl group. **(B)** Heatmap showing distribution of DEGs among different samples. **(C)** Ingenuity Pathway Analysis showing top differentially regulated pathways (-log(*p*-value) > 0). **(D)** Volcano plot of Differentially Expressed Genes (DEGs) number, *p-value* < 0.05 & |log2foldchange| > 1, in the AngII+LY-treated group compared to the AngII group. **(E)** Heatmap showing distribution of DEGs among different samples of AngII+LY and AngII groups. **(F)** Ingenuity Pathway Analysis showing top differentially regulated pathways (-log(*p*-value) > 0) in the AngII+LY-treated group compared to the AngII group. Z-scores indicate the likelihood of pathway activation or inhibition. Positive Z-score indicates activated and Negative Z-score indicates inhibited pathways.

**Figure 5:**
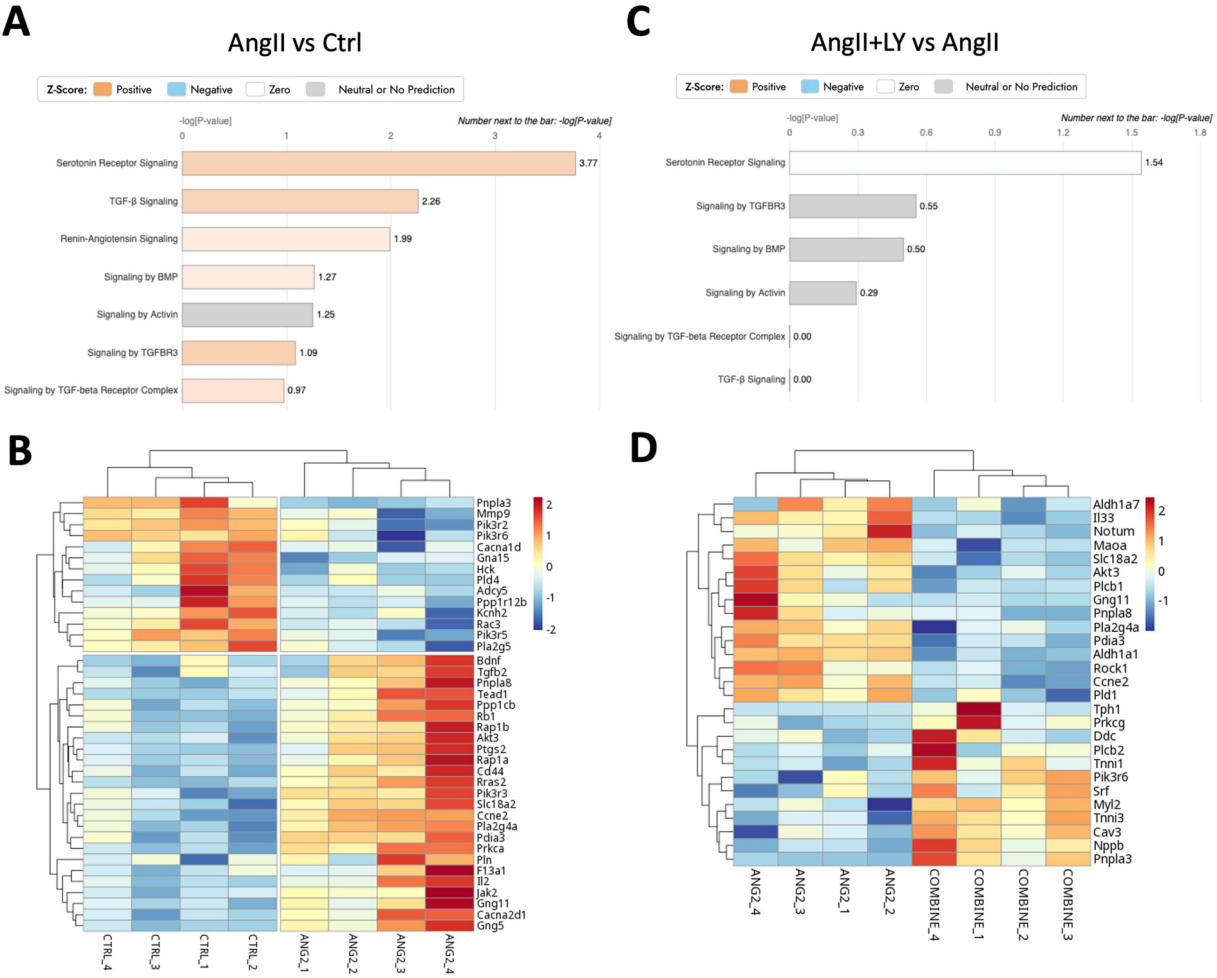
LY272015 reverses AngII-induced gene expression of serotonin signaling in mouse AVs. **(A)** Ingenuity pathway analysis showing upregulation of AngII-induced differentially regulated Serotonin and TGFβ signaling pathways compared to the Ctrl group. **(B)** Heatmap showing differential expression of Serotonin-related genes between AngII-treated and Ctrl groups. **(C)** Ingenuity pathway analysis showing downregulation of AngII+LY induced differentially regulated Serotonin signaling pathway compared to the AngII induced group. **(D)** Heatmap showing differential expression of Serotonin-related genes between the AngII+LY and AngII alone group. Z-scores indicate the likelihood of pathway activation or inhibition. Positive Z-score indicates activated and Negative Z-score indicates inhibited pathways.

**Figure 6:**
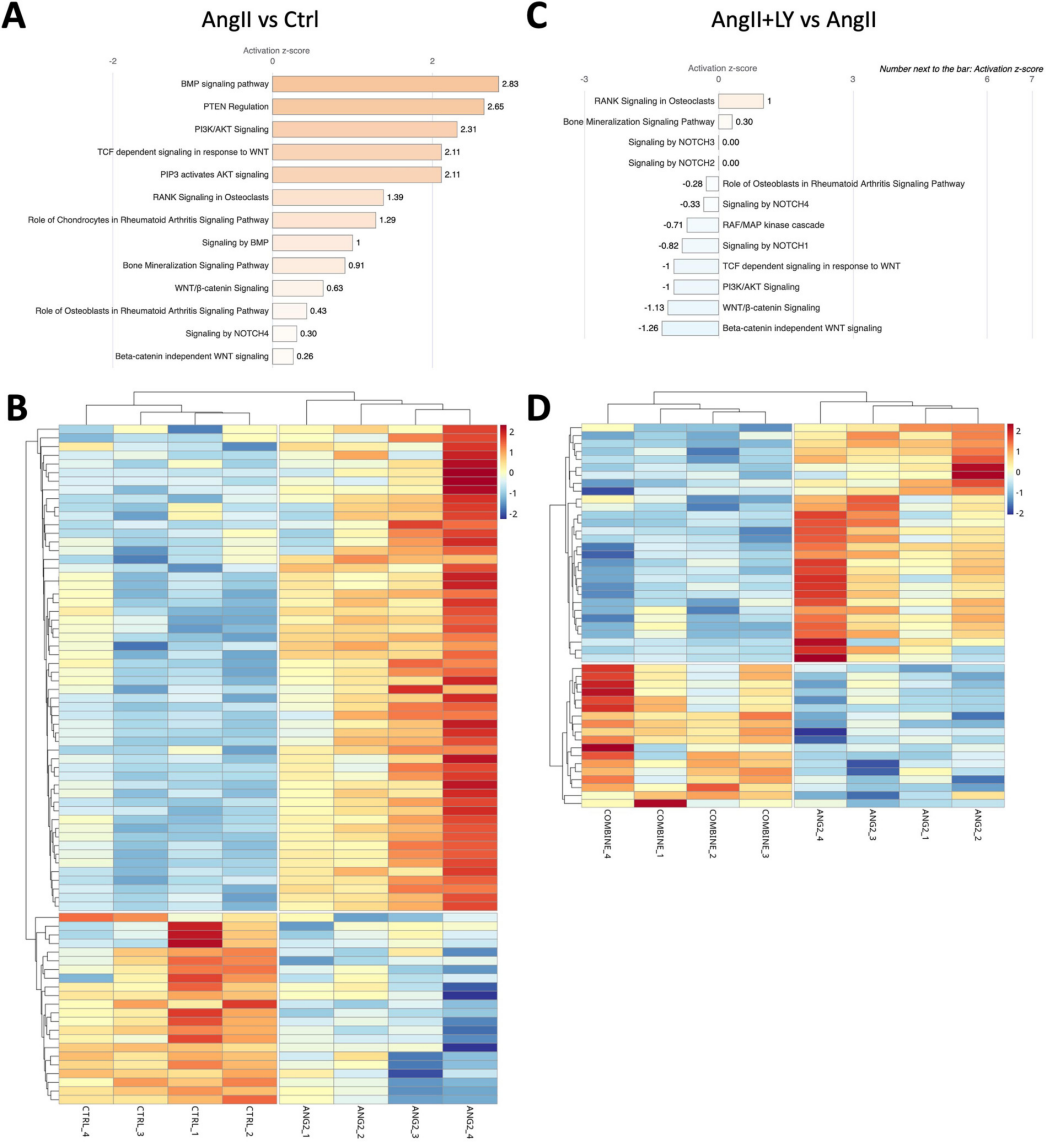
LY272015 reverses AngII-induced gene expression of calcification-related signaling in mouse AVs. **(A)** Ingenuity pathway analysis showing upregulation of AngII-induced differentially regulated Calcification-associated signaling pathways compared to Ctrl group. **(B)** Heatmap showing differential expression of Calcification pathway genes between AngII-treated and Ctrl groups. **(C)** Ingenuity pathway analysis showing downregulation of AngII+LY induced differentially regulated Calcification-associated signaling pathways compared to the AngII group. **(D)** Heatmap showing differential expression of Calcification pathway genes between the AngII+LY and AngII alone group. Z-scores indicate the likelihood of pathway activation or inhibition. Positive Z-score indicates activated and Negative Z-score indicates inhibited pathways.

In summary, these results in mice show that pathological remodeling occurs in response to AngII, with valve thickening, increased velocities/gradients, and cellular genetic changes mimicking changes seen in AS. HTR2B blockade by LY272015 prevents histologic thickening, with improved hemodynamics, mitigation of VIC activation, early calcific remodeling, and TGFβ-mediated pro-fibrotic signaling.

### Under decreased SERT conditions in cell culture, AngII leads to increased HTR2B expression, VIC activation, and fibrotic remodeling in human AVIC

Oxidative stress and mitochondrial dysfunction are closely related and are associated with the progression of AS (18, 31–33). Having established that AngII treatment in mice largely impacted mitochondrial function and oxidative phosphorylation (Figure 4), we tested the effects of oxidative stress by H_2_O_2_ and AngII/5HT signaling on the aortic valve using human aortic valve interstitial cells (AVICs) cultured from normal human AV. Oxidative stress with H_2_O_2_ alone decreased SERT and increased HTR2B expression (Supplementary Figure S7). In contrast, AngII treatment did not significantly alter SERT or HTR2B expression, and neither H_2_O_2_ or AngII changed HTR2A expression (Figure 7A; Supplementary Figure S7). siRNA-mediated SERT knockdown resulted in a sustained decrease in SERT expression. SERT knockdown alone increased HTR2A expression but did not significantly alter HTR2B. However, the combination of SERT knockdown plus AngII significantly increased HTR2B expression. HTR2A expression remained elevated after SERT knockdown and did not change significantly with subsequent AngII stimulation (Figures 7B,C). Thus, oxidative damage may potentiate 5HT signaling via lowered SERT and increased HTR2B. Moreover, lowered SERT may exacerbate the response to AngII, either through increased HTR2B or other means.

**Figure 7:**
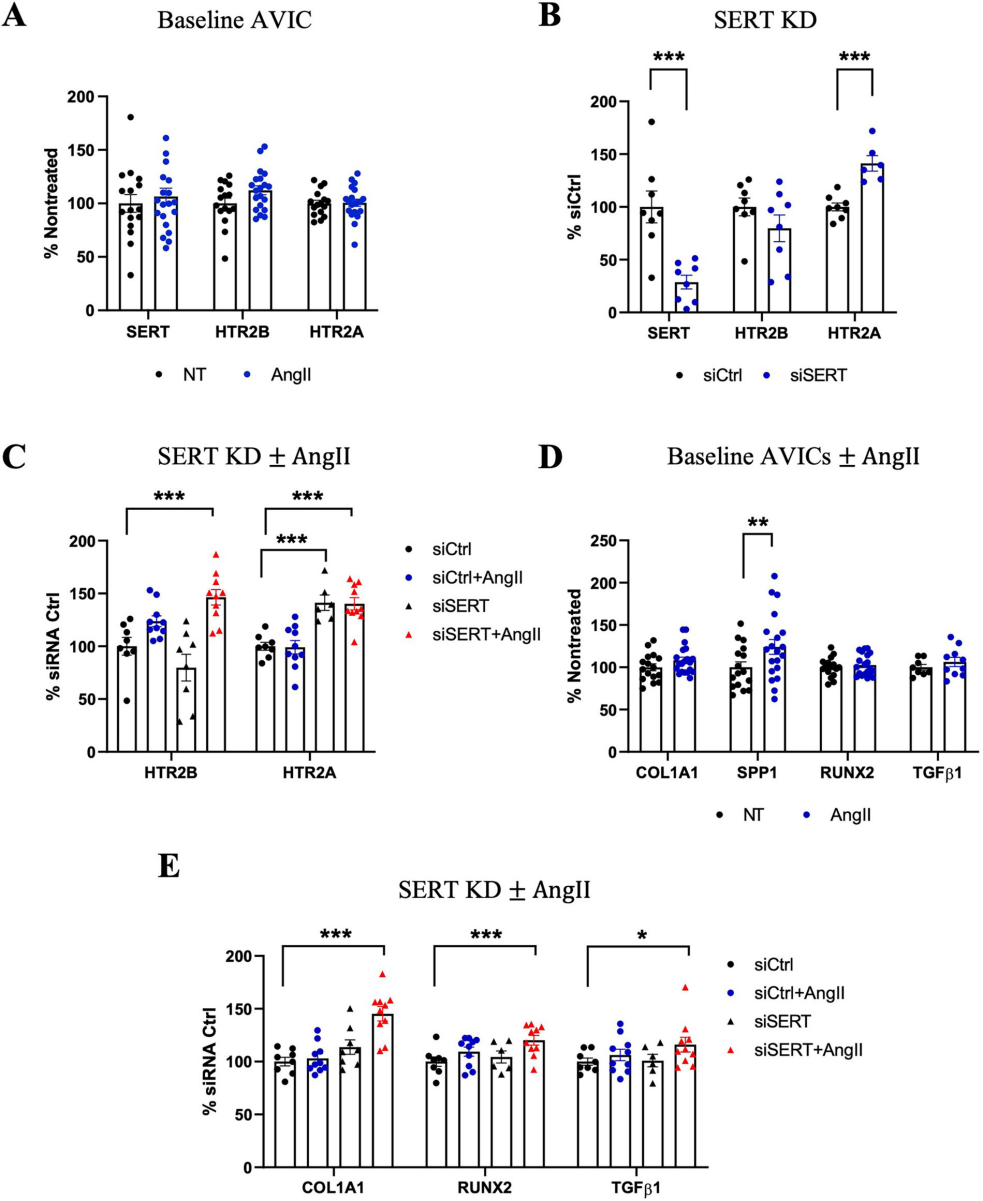
Effects of AngII on human AVICs with SERT knockdown. **(A)** Gene expression of SERT, HTR2B, HTR2A in AngII-treated compared to Nontreated (NT) Ctrl AVICs. **(B)** SERT KD by siRNA lead to increased expression of HTR2A gene expression. **(C)** HTR2A and HTR2B expression with siSERT or siSERT combined with AngII treatment. **(D)** COL1A1, SPP1, RUNX2, TGFβ1 expression in response to AngII treatment in human AVICs compared to Nontreated group. **(E)** COL1A1, RUNX2, TGFβ1 expression treated with siSERT alone or siSERT combined with AngII treatment. All gene expression results were calculated by the 2^−ΔΔCT^ method, *n* ≥ 4 per group. Error bars indicate SEM. *P-value* vs. NT. *indicates *p-value* <0.1, **indicates *p-value* <0.05, and ***indicates *p*-value <0.01 by Student's *t*-test or one-way ANOVA with *post-hoc* Dunnett's test.

The downstream effects of VIC activation and osteogenic marker expression due to AngII treatment were examined, both alone and after SERT silencing. AngII treatment led to increased SPP1 levels, correlating well with our murine experiment, but did not change expression of COL1A1, RUNX2, and TGFβ1 (Figure 7D). However, in the setting of SERT knockdown, which independently causes either none or mild upregulation of these genes, siSERT + AngII led to upregulation of COL1A1 and RUNX2, and a trend toward increased TGFβ1 (Figure 7E). These results indicate the sensitivity of AVICs to AngII signaling induced remodeling, particularly under altered SERT conditions.

## Discussion

In this study, we demonstrate that AS involves altered 5HT signaling and that the pathological AngII-induced aortic valve response in mice, modeling early non-calcified fibrotic remodeling, is serotonergically mediated. This was accomplished through AngII treatments in two models, our murine *in vivo* model involving HTR blockade and our human AVIC *in vitro* model involving SERT siRNA. AngII infusion led to fibrotic thickening in murine AVs, a narrowing of the AV orifice measured by increased velocities and gradients, and gene expression changes involving 5HT, TGFβ, Wnt/β-catenin, PI3K/AKT, and Notch signaling pathways, which are involved in fibrosis and early stages of calcification of aortic valves. Previously, HTR2B signaling has been shown to be the key driver of valvular heart disease and its inhibition mitigated valvular pathology (3, 7, 34). Consistently, HTR2B blockade in our study using the selective HTR2B antagonist, LY272015, which retained thin cusps, decreased velocities and pressure gradients, and reversed the RNA expression profile induced by AngII treatment in mice. Although impact of LY272015 *in vivo* is mainly mediated through its antagonism for HTR2B, which is dominantly expressed in heart valves, given the lack of *in vivo* pharmacokinetic data at the selected drug dose, it may be possible that protective effect of LY272015 is partially driven by its antagonism on other HTR2 receptors, e.g., HTR2A, expressed in AV tissue.

Acute oxidative stress by H_2_O_2_ in human AVICs led to SERT downregulation and HTR2B upregulation, and AngII stimulation in the setting of SERT knockdown was associated with VIC activation and fibrotic remodeling, and early pro-calcific remodeling in association with increased expression of SPP1, RUNX2, and COL1A1. Although AngII is known to induce oxidative stress, AngII alone did not affect SERT expression. This is likely due to distinct mechanisms of AngII and ROS. AngII works through AT1 receptors and regulates GPCR-dependent pathways (e.g., MAPK, PKC) and do not directly involve in transcriptional or post-transcriptional mechanisms that directly regulate SERT expression. Indeed, a previous study (35), although in different cell type, has shown that AngII does not regulate SERT expression but reduces its 5HT reuptake through direct competition with 5HT. In contrast, H_2_O_2_ directly induces oxidative stress, which robustly activates redox-sensitive transcription factors that may potentially regulate SERT expression (36–38). Indeed, 5HT signaling is known to be sensitive to the oxidative stress making SERT potentially susceptible to downregulation under oxidative stress with H_2_O_2_ (39, 40). These suggest that redox imbalance is more dominant regulator of SERT expression than AngII alone while AngII potentially regulates SERT function and not its expression. The clinical relevance of these scenarios, increased HTR signaling and decreased SERT expression and function, was examined through our large cohort of patients with severe AS, whose valves displayed significant upregulation of many HTRs and downregulation of SERT.

Prior studies, by us and others, have examined the cellular pathways involved in 5HT-AngII mediated heart valve disease. Both HTR2A and HTR2B signaling upregulate TGFβ signaling thereby increasing extracellular matrix (ECM) protein expression and activating valve interstitial cells (VICs) (3, 4). Mice lacking SERT have increased fibrosis of the mitral and aortic valve leaflets, as well as cardiac fibrosis and decreased cardiac function (41). SERT inhibition by SSRIs lead to increased HTR2B expression (7). In MR, HTR2B is upregulated whereas SERT is downregulated (7, 42, 43). Moreover, we observed that HTR2B protein levels are more prominently impacted than mRNA levels in AS. Although its mechanism is still unknown, increased HTR2B protein in the absence of changes in mRNA suggests a post-transcriptional regulation, such as enhanced translation, reduced receptor degradation, or altered trafficking and merits further research to mechanistically dissect HTR2B-mediated valvular remodeling.

AngII, through the AT1 receptor (AT1R), leads to cardiac hypertrophy and valve thickening through generation of ROS through NADPH oxidase and increased TGFβ-1 signaling (4, 44, 45). Moreover, crosstalk exists, at least within cardiomyocytes, such that cytokine release due to either AngII/AT1R or 5HT/HTR2B activation is prevented by blockade at the other receptor (9). While previous research has explored AS, the specific impact of reduced SERT expression and HTR2B activation within the context of AngII-driven pathways in the aortic valve has not been thoroughly investigated. In this study, we define the role of SERT in aortic valve pathology at early stages of AS, showing that it is downregulated in valve tissue and modulated partly by AngII and oxidative stress in human AVICs. We also demonstrated that HTRs are upregulated in diseased valves and that blocking HTR2B has therapeutic potential to attenuate progression of AS in early profibrotic phases. AngII induces fibrotic remodeling in AV, which is intensified by SERT suppression and alleviated by HTR2B blockade.

Moreover, our results provide further understanding about established markers of aortic valve disease and AVIC activation, and demonstrate how these are 5HT-sensitive. RUNX2, a transcription factor and marker of osteogenic-like transdifferentiation in AVICs, is upregulated in response to oxidative stress, and is involved in AV calcification with upregulation in AS [10, 12]. 

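In the mouse valves, Runx2 (ENSMUSG00000039153, chromosome 17 of GRCm39 from 44806874 to 45125684) was counted between 13 and 107 times per library. It had 34.7 ± 8.81 normalized counts (SD, n = 4) in Ctrl, 22.3 ± 14.2 (SD, n = 2) in LY, 92.3 ± 32.6 (SD, n = 4) in AngII and 33.1 ± 17.7 (SD, n = 4) in AngII+LY mice. Every AngII mouse lay above every Ctrl and every AngII+LY mouse (exact 2-sided permutation test, p = 0.0286 in each comparison). The log2 fold change was 1.41 for AngII against Ctrl (standard error 0.61, edgeR adjusted p = 0.168) and -1.47 for AngII+LY against AngII (standard error 0.61, edgeR adjusted p = 0.173). DESeq2 gave adjusted p of 0.0316 and 0.0447. With each mouse left out in turn the edgeR estimates stayed between 1.14 and 1.53 and between -1.86 and -1.20.

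**Figure D3:**
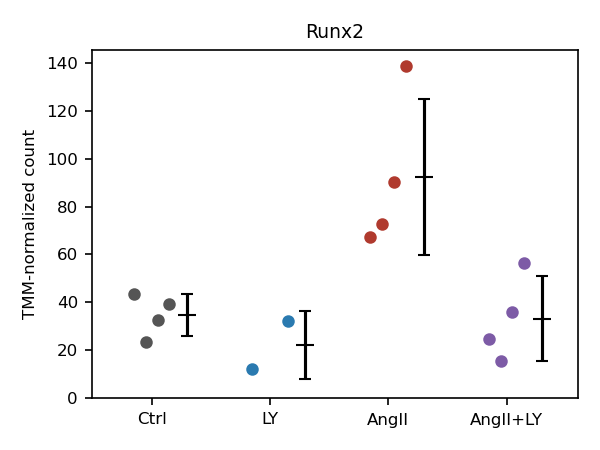
TMM-normalized counts of Runx2 by group; each point is 1 mouse and bars are the mean ± SD. The 4 AngII mice sit between 67.2 and 139, above the Ctrl mice (23.3 to 43.4) and the AngII+LY mice (15.4 to 56.5).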

Herein, RUNX2 increased in AVICs in response to siSERT + AngII, and the increase observed in AngII mice was prevented by HTR2B blockade via LY272015. SPP1, or Osteopontin, is upregulated in AS, serves as a marker of VIC activation, and may provide a compensatory mechanism to mitigate AV calcification (11, 14, 46). We also demonstrated that SPP1 increased due to AngII in both human-derived AVICs and murine AVs, and this was mitigated by HTR2B inhibition. 

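In the mouse valves, Spp1 (ENSMUSG00000029304, chromosome 5 of GRCm39 from 104582165 to 104589235) had 803.2 ± 573.6 normalized counts (SD, n = 4) in Ctrl, 708.2 ± 410.0 (SD, n = 2) in LY, 6219 ± 5331 (SD, n = 4) in AngII and 3010 ± 1660 (SD, n = 4) in AngII+LY mice. For AngII against Ctrl its log2 fold change was 2.95 (standard error 0.80, edgeR adjusted p = 0.0632, DESeq2 adjusted p = 0.00173). AngII 1 overlapped the Ctrl mice (exact 2-sided permutation test, p = 0.0857). Its log2 fold change for AngII+LY against AngII was -1.05 (standard error 0.75, edgeR adjusted p = 0.441, DESeq2 adjusted p = 0.357), and the groups overlapped (exact permutation p = 0.657). With array weights in limma this estimate was 0.20.

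**Figure D4:**
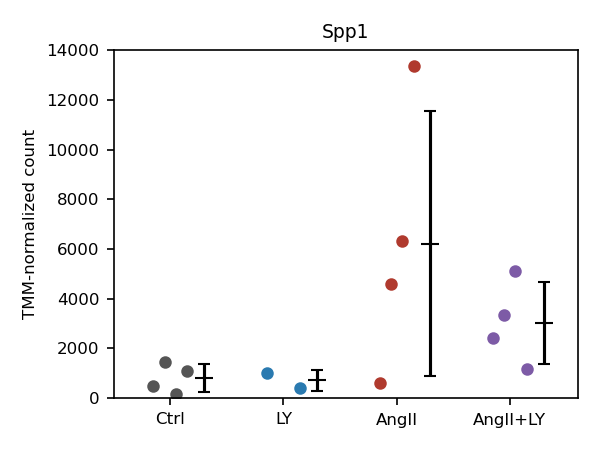
TMM-normalized counts of Spp1 by group; each point is 1 mouse and bars are the mean ± SD. The AngII mice range from 598.6 to 13360, the Ctrl mice from 177.2 to 1444 and the AngII+LY mice from 1174 to 5117.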

Finally, AngII activates phospholipase A2 and the arachidonic acid pathway, that is implicated in inflammation, AV calcification and ROS release (45, 47). Our results show this occurs in AngII infused mice developing AV disease and that LY272015 mitigates this activation. 

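The score of 24 phospholipase A2 and eicosanoid genes differed by -0.00599 between AngII and Ctrl mice (exact 2-sided permutation test, p = 0.971), with 10 genes higher and 14 lower, and by 0.198 after the GC correction. Between AngII+LY and AngII mice it differed by -0.169 (exact permutation p = 0.457). Pla2g4a (ENSMUSG00000056220, chromosome 1 from 149705369 to 149837053), the cytosolic phospholipase A2, had 2806 ± 1115 normalized counts (SD, n = 4) in Ctrl, 3936 ± 956.7 (SD, n = 2) in LY, 7947 ± 1786 (SD, n = 4) in AngII and 3261 ± 1492 (SD, n = 4) in AngII+LY mice. No AngII mouse overlapped a Ctrl or an AngII+LY mouse (exact permutation p = 0.0286 in each comparison). Figures 5B and 5D list Pla2g4a among the paper's own calls on these libraries, so this separation shows no stability. The log2 fold changes were 1.50 for AngII against Ctrl (standard error 0.37, edgeR adjusted p = 0.0584) and -1.29 for AngII+LY against AngII (standard error 0.37, edgeR adjusted p = 0.0797). Ptgs2 (ENSMUSG00000032487), the cyclooxygenase that acts on arachidonic acid, had 399.8 ± 162.7 normalized counts in Ctrl, 422.0 ± 13.2 in LY, 3548 ± 3634 in AngII and 2020 ± 1981 in AngII+LY mice. Its log2 fold change was 3.14 for AngII against Ctrl (standard error 0.76, edgeR adjusted p = 0.0584) and -0.81 for AngII+LY against AngII (standard error 0.71, edgeR adjusted p = 0.537). The secreted phospholipase Pla2g5 (ENSMUSG00000041193) was lower in AngII than in Ctrl mice, with a log2 fold change of -1.29 (standard error 0.40, edgeR adjusted p = 0.0858).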

Finally, beyond the cellular changes, this study provides histological and hemodynamic data to better evaluate the clinical consequences of these changes.

The authors acknowledge that our study had several limitations. First, the *in vitro* AVIC cell culture studies did not compare AVICs isolated from AS cases to normal hearts obtained at the time of transplantation. It was rather limited to comparison of patient valve tissue which is mostly populated by AVICs. Additionally, the direct contributions of 5HT on calcification–a major hallmark of AS disease progression–were not assessed, limiting mechanistic insight into its contribution to valvular mineralization, and remains an important area for future research. The AngII-induced model on wildtype mice also lacks established relevance to late onset of calcific aortic valve disease in mice. However, gene expression changes demonstrated moderately activated fibrotic and calcification signaling by AngII, suggesting that AngII involved in relatively early stages of aortic remodeling, and our findings may rather represent the role of 5HT signaling in mild aortic stenosis. Future studies involving more relevant animal models for late-stage calcified AS would be necessary to explore the complete role of 5HT signaling in AS pathology. Furthermore, our analyzes on 5HT signaling were conducted on valve specimens from a relatively small number of patients, which may affect the generalizability and statistical power of our findings. Indeed, the limitation in patient number led to insignificant association of 5HTTLPR SERT polymorphism genotypes with AS. Thus, future studies on larger cohort of patients are required to assess potential role of SERT polymorphisms in AS progression and development. Despite these limitations, the endpoints and results of the present experiments provide meaningful evidence supporting a major role of 5HT signaling pathways in aortic valve pathology.

Overall, our results lead to several clinical implications. Currently, despite our knowledge of AngII-induced valvular changes, no therapy exists to prevent or slow the progression of AS. AT1R blockade, indicated in hypertension, heart failure, and coronary artery disease, has not been shown to prevent AS progression (48–51). Increased ROS activity and reduced SERT expression are present in the diseased AV, and our *in vitro* studies show that AngII, potentially through increasing ROS, impacts SERT/HTR2B axis and valvular remodeling, yet further mechanistic studies are needed to establish connection between AngII and ROS in regulating SERT and HTR2B function in AS. Moreover, our *in vivo* study shows that the pathological effects of AngII can be mitigated by preventing HTR2B signaling. Thus, HTR2B blockade with LY272015 is a promising therapeutic target to attenuate disease mechanisms, partly mediated by AngII, in the progression of aortic valve disease.

## Conclusions

This study established a mechanistic link between 5HT signaling and AngII-mediated AV remodeling, highlighting a central role for reduced SERT expression and heightened HTR2B activation in the pathogenesis of AS. Through complementary *in vivo* and *in vitro* models, we demonstrated that AngII promotes fibrotic and early calcific responses in AVs, which are amplified by SERT downregulation and effectively attenuated by pharmacological HTR2B inhibition. These findings were corroborated by transcriptomic changes, hemodynamic impairments, and increased expression of key markers such as RUNX2 and SPP1, all reversed with LY272015 treatment. Furthermore, analysis of human AV tissue revealed consistent downregulation of 5HT pathway components in AS, underscoring the translational relevance of our results. Taken together, our data identify HTR2B as a potential therapeutic target in the prevention or treatment of valvular disease, partly mediated by AngII, and a compelling rationale for further clinical investigation of serotonergic modulation in AS.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found in the GEO database (https://www.ncbi.nlm.nih.gov/geo/), accession number: GSE318212.

# Supplementary material for: Serotonin transporter downregulation is associated with aortic stenosis, and early profibrotic remodeling is mitigated by pharmacological inhibition of HTR2B receptor
**Source:** Front Cardiovasc Med. 2026 Feb 12;13:1729078. doi: 10.3389/fcvm.2026.1729078
**Supplement:** Supplementary file 1

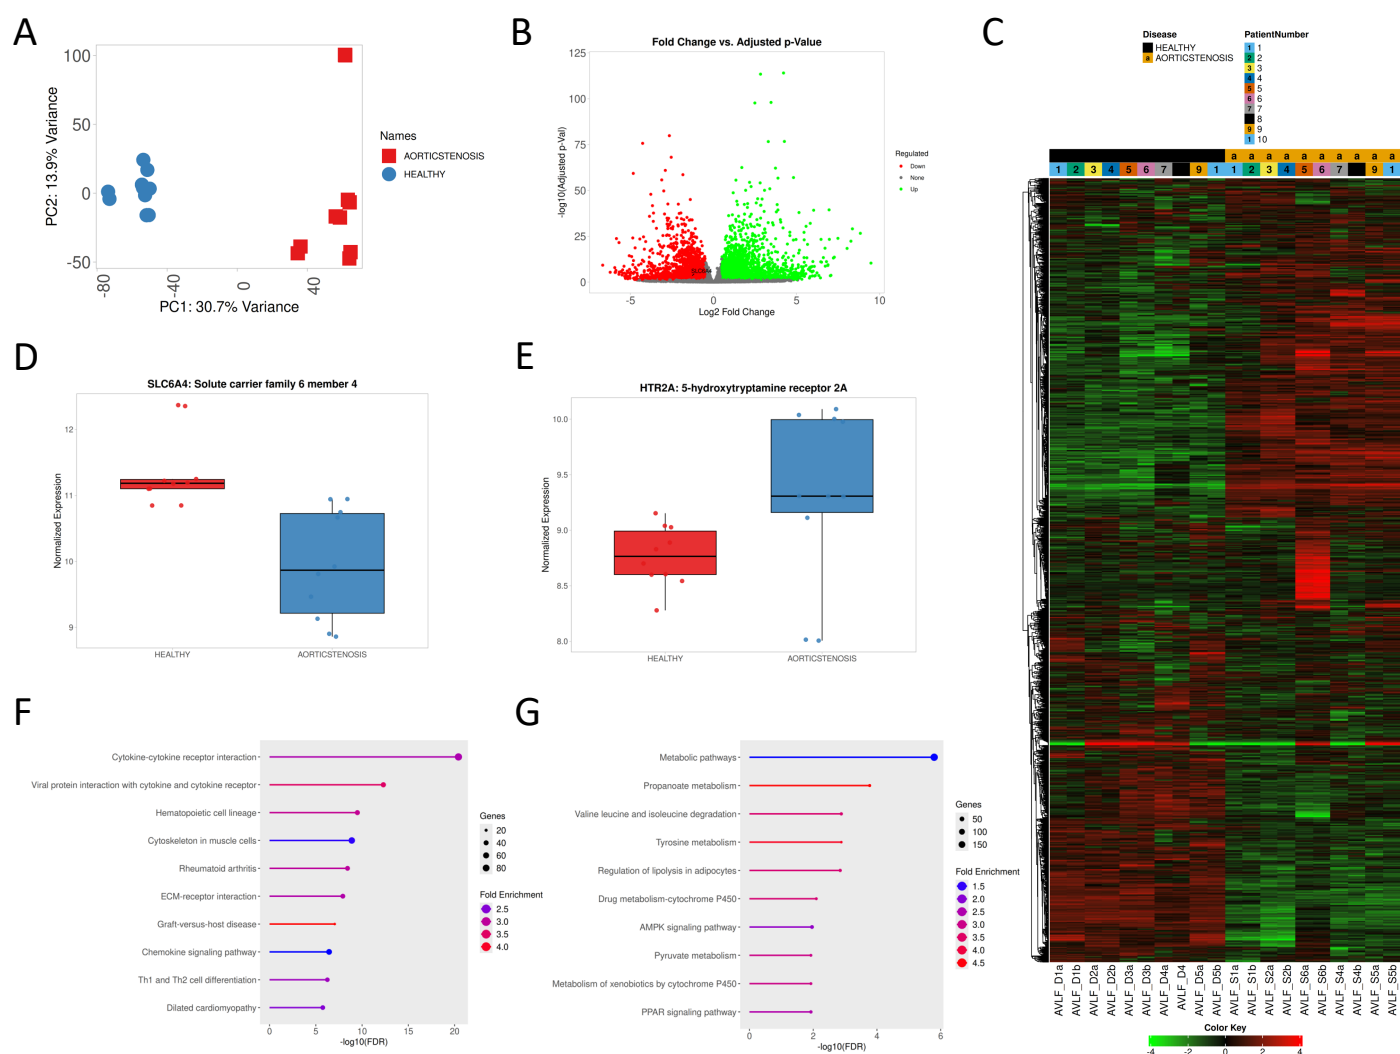

**Figure S1. Analysis of aortic stenosis bulk RNAseq dataset (GSE153555).** **A)** PCA analysis of Healthy vs AS valves (n=10 per group). **B)** Differentially up (2503) and downregulated (2244) genes (DEGs) in AS compared to Normal aortic valves ( $p\text{-adj} < 0.05$  by Wald test;  $\log_2FC > 0.5$ ). **C)** Heatmap showing expression of top 2000 DEGs. **D)** Downregulation of SERT (SLC6A4) gene expression in AS patients. **E)** Upregulation of HTR2A in AS. HTR2B expression did not pass the minimum threshold. **F-G)** Significantly enriched pathways (FDR < 0.05) of upregulated (F) and downregulated (G) DEGs.

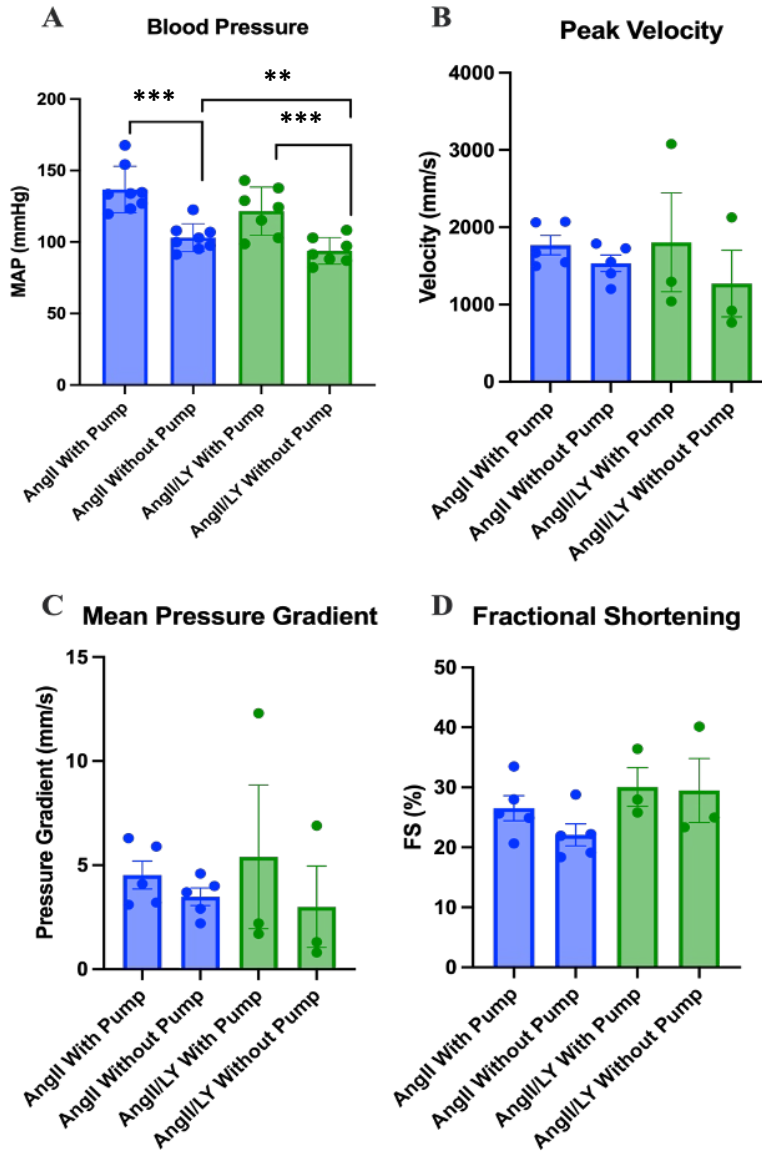

**Figure S2. Blood pressure and echocardiography before and after pump removal.** (A) Blood pressure; (B) peak AV velocity, (C) mean AV pressure gradient, and (D) fractional shortening in AngII and AngII/LY mice prior to pump removal and post pump removal. Individual dots correspond to individual mice. Data is shown as mean $\pm$ SEM. \*\*indicates  $p$ -value  $<0.05$  and \*\*\*indicates  $p$ -value  $<0.01$  by paired t-tests.

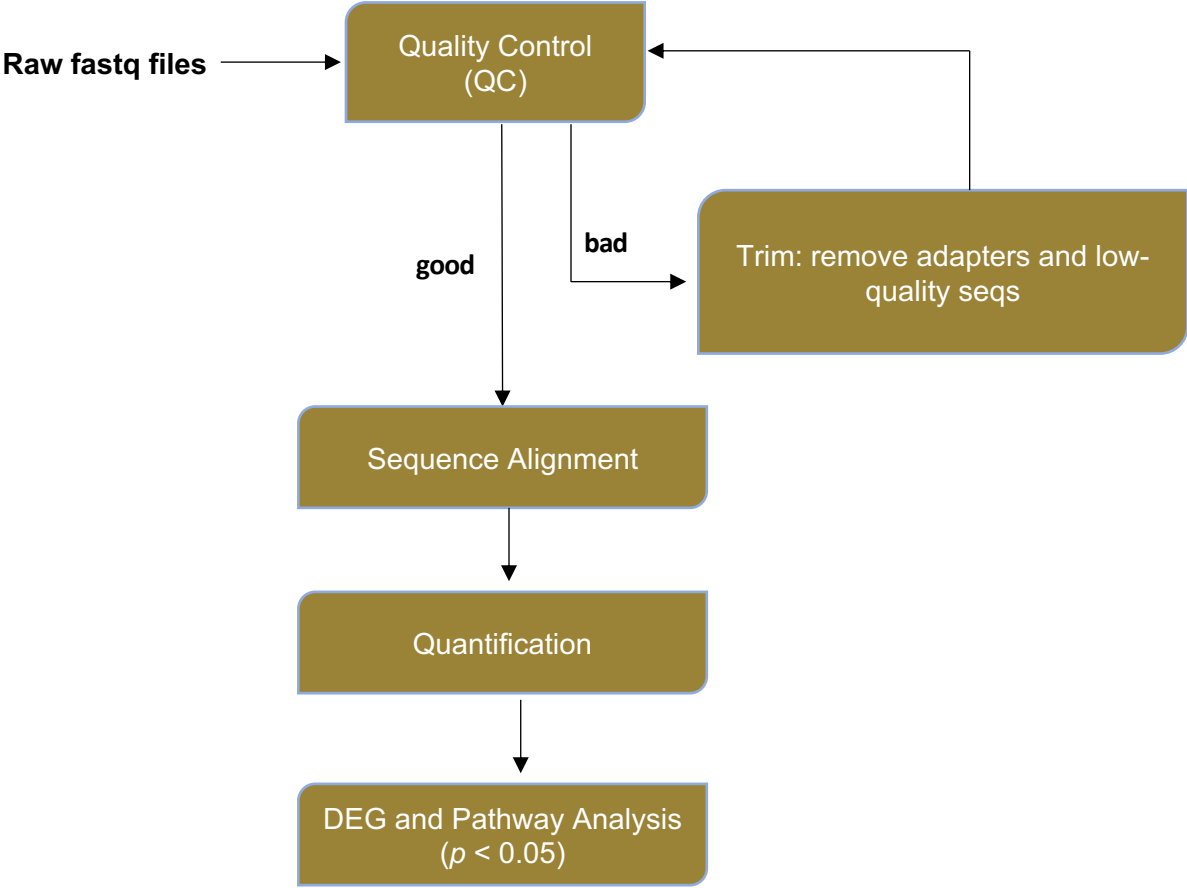

**Figure S3.** RNAseq analysis workflow

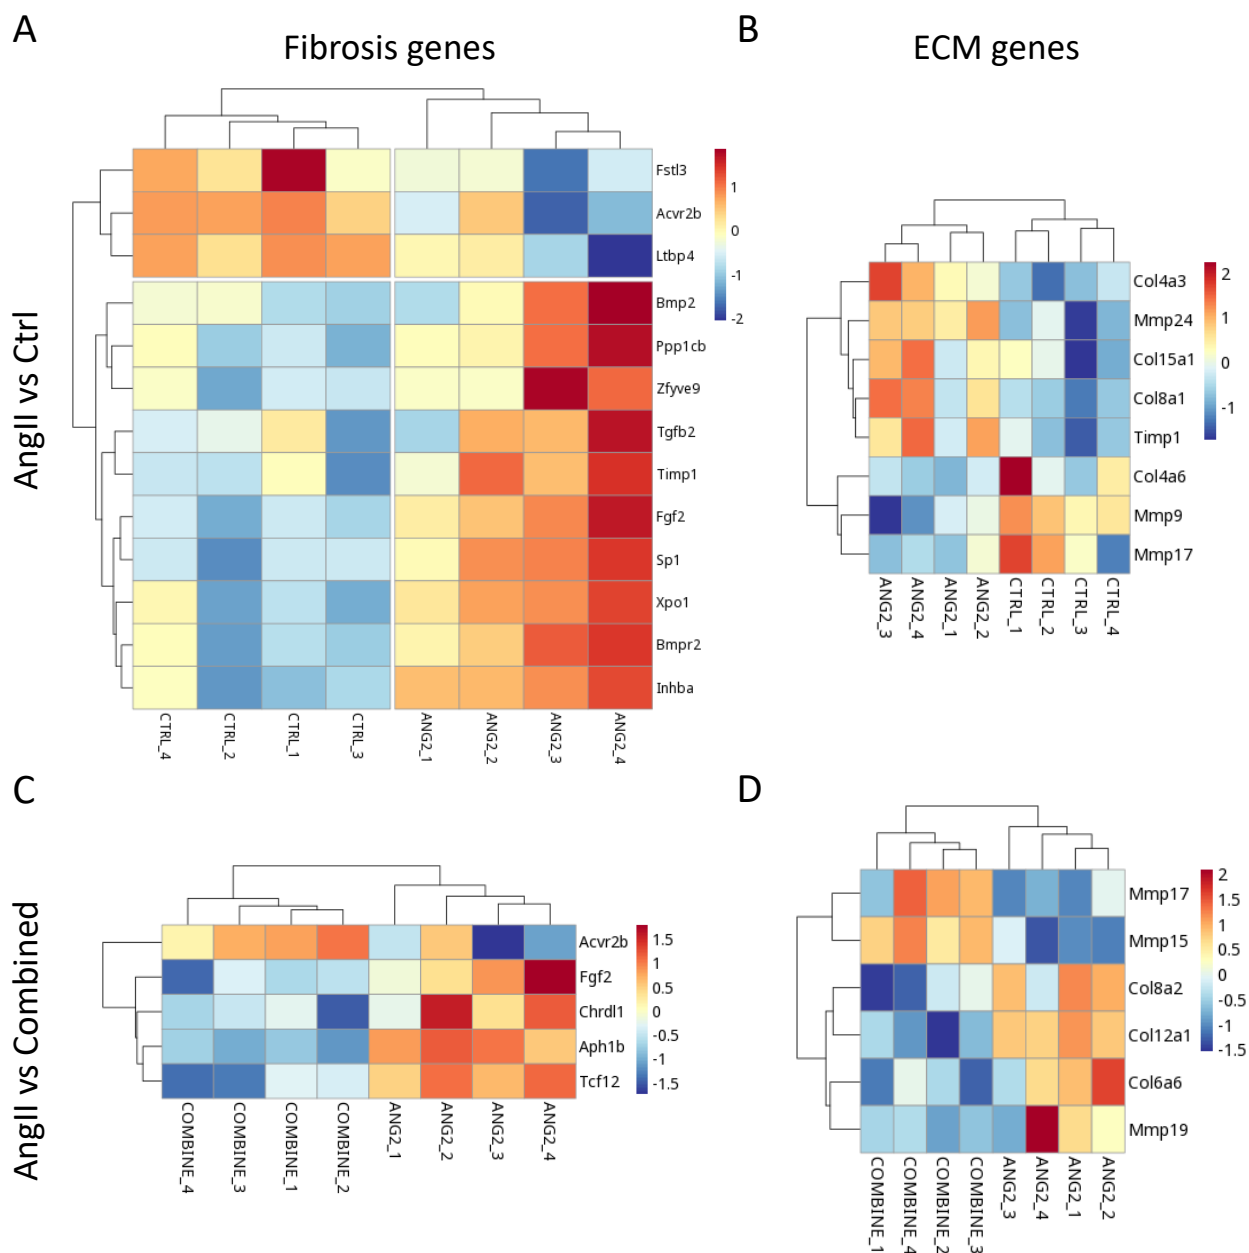

**Figure S4.** Heatmaps of statistically significant fibrosis and ECM-related genes in mouse AVs. **(A-B)** Heat maps showing fibrosis (A) and ECM (B) gene expression among the DEGs in AngII-treated mice compared to Ctrl group. **(C-D)** Heat maps showing fibrosis (AC and ECM (D) gene expression among the DEGs in AngII+LY-treated mice compared to AngII-treated group.

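Figure S4 draws, from the DEGs of each comparison, the genes that the authors assigned to fibrosis or to the extracellular matrix. Of the 13 fibrosis genes in Figure S4A, 10 were higher and 3 lower in AngII than in Ctrl mice, with edgeR log2 fold changes from -1.19 to 1.80 and adjusted p from 0.0573 to 0.129. Figure S4B lists 8 ECM genes, 5 higher and 3 lower, with log2 fold changes from -3.82 to 3.27. For AngII+LY against AngII, 1 of the 5 genes in Figure S4C was higher and 4 were lower (log2 fold changes from -1.65 to 0.98), and 2 of the 6 genes in Figure S4D were higher and 4 lower (from -2.32 to 3.39). DESeq2 called 12, 8, 5 and 6 genes of these 4 lists at an absolute log2 fold change above 1. These lists are the paper's own calls on the same libraries, so that their direction here shows no stability.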

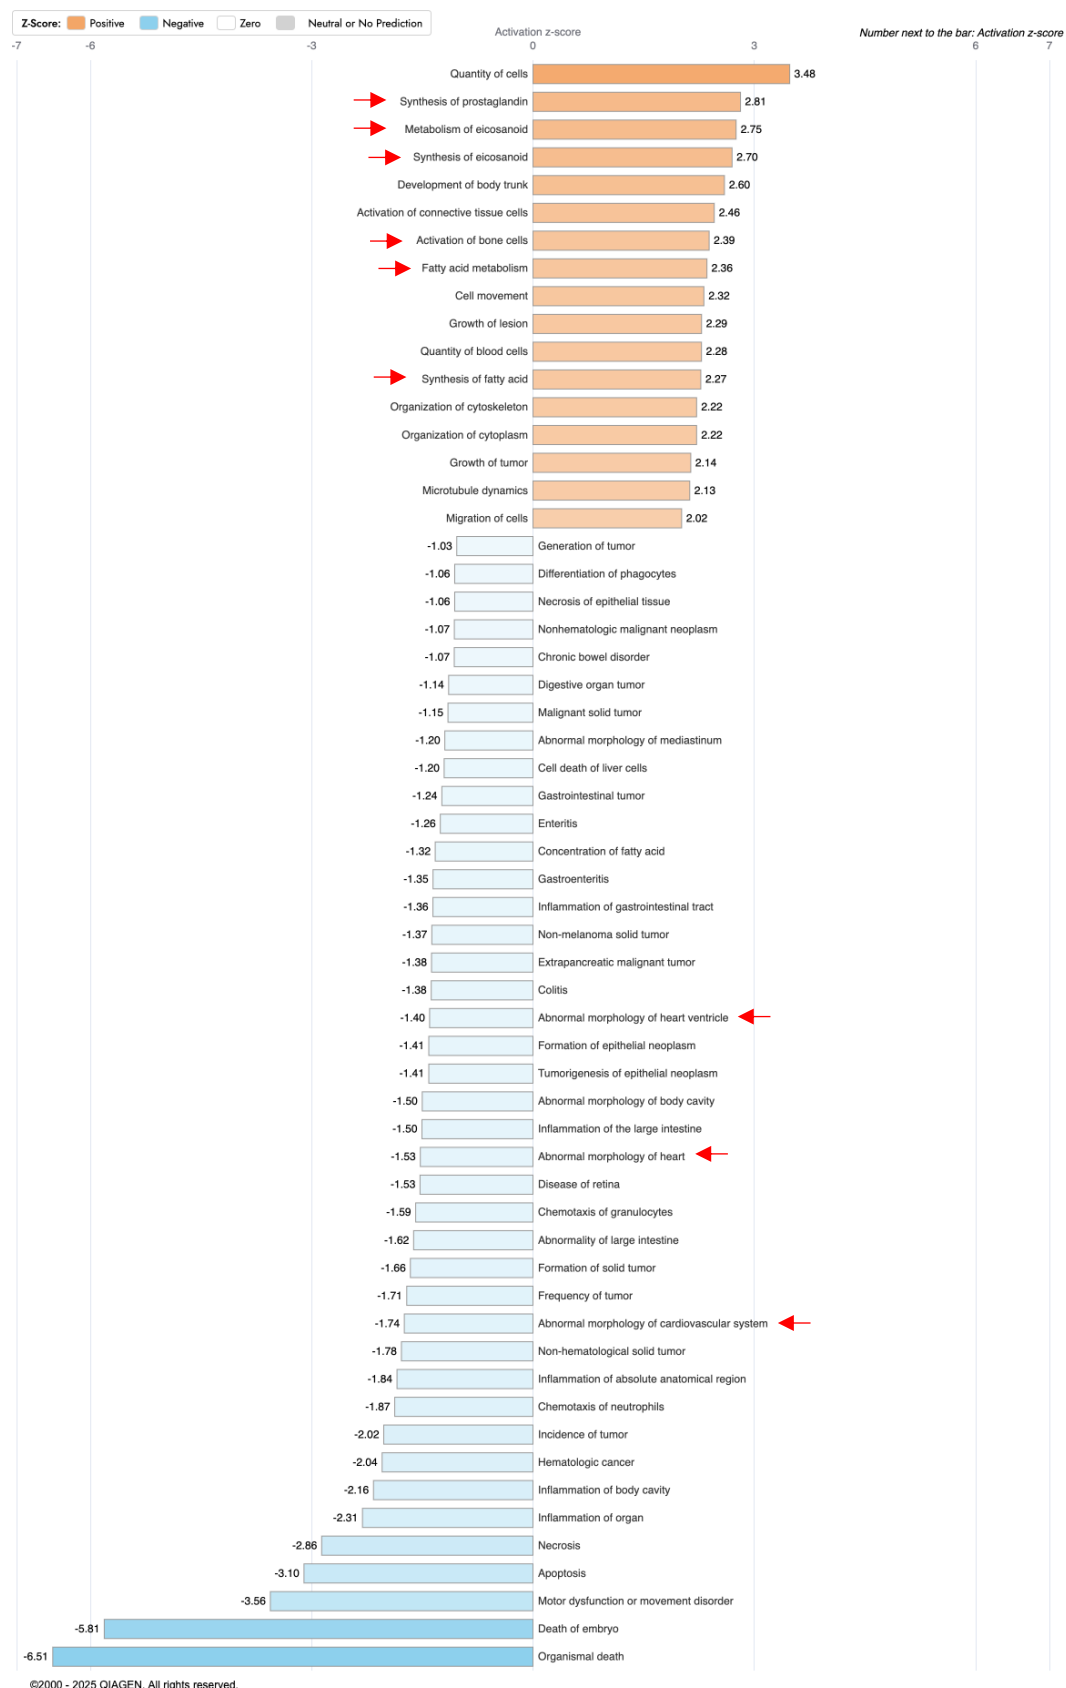

**Figure S5.** Disease association of differentially expressed genes in AngII-treated mice compared to control group.

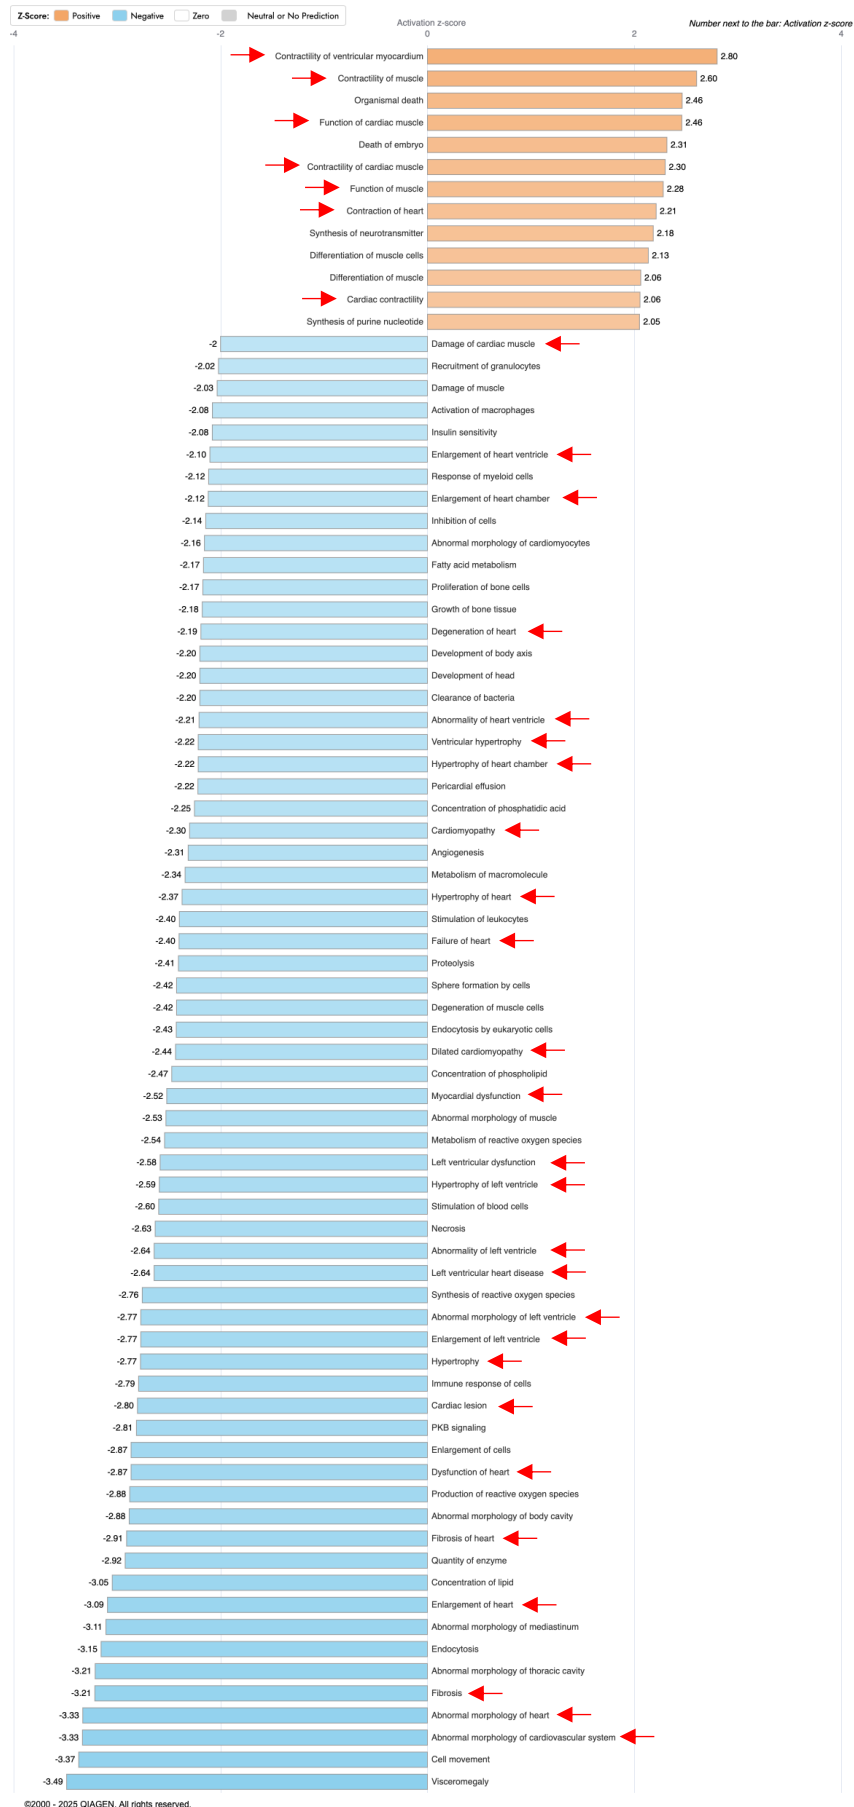

**Figure S6.** Disease association of differentially expressed genes in (LY+AngII)-treated group compared to AngII-treated group.

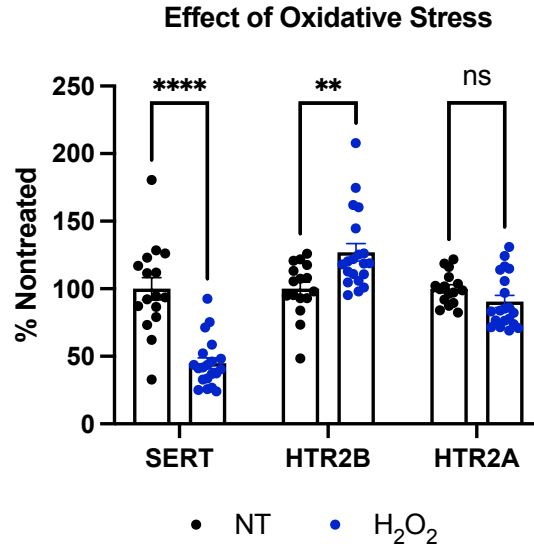

**Figure S7. Effects of oxidative stress on serotonin genes in human AVICs.** Acute oxidative stress induction in wild type human AVICs by 100 $\mu$ M H<sub>2</sub>O<sub>2</sub> suppresses SERT expression and increases HTR2B expression. Data shown as mean $\pm$ SEM. \*\*  $p < 0.05$ , \*\*\*\*  $p < 0.005$  by unpaired t-tests.

# Supplementary material for: Serotonin transporter downregulation is associated with aortic stenosis, and early profibrotic remodeling is mitigated by pharmacological inhibition of HTR2B receptor
**Source:** Front Cardiovasc Med. 2026 Feb 12;13:1729078. doi: 10.3389/fcvm.2026.1729078
**Supplement:** Supplementary file 2

**SUPPLEMENTAL DATA:**

**Table S1: Complete List of Mice Echocardiographic Data Collected from NT, LY, AngII, and AngII+LY Mice**

|  | None-  Treated | LY | Ang II | AngII + LY | AngII Post Pump | AngII + LY Post Pump |
| --- | --- | --- | --- | --- | --- | --- |
| **Velocity Time Integral** | 39.40 (±9.51) | 28.12 (±7.80) | 58.77 (±11.89) | 51.79 (±26.01) | 61.86 (±6.87) | 62.10 (±17.23) |
| **Mean Velocity** | 596.22 (±55.89) | 519.68 (±148.34) | 1046.61 (±203.97) | 831.01 (±380.99) | 927.44 (±131.52) | 780.20 (±462.27) |
|  |  |  |  |  |  |  |
| **Mean Gradient** | 1.45 (±0.24) | 1.15 (±0.69) | 4.54 (±1.59) | 3.29 (±3.44) | 3.48 (±0.94) | 3.00 (±3.39) |
| **Peak Velocity** | 1020.60 (±60.17) | 856.55 (±248.36) | 1748.26 (±334.26) | 1385.02 (±657.37) | 1534.60 (±239.60) | 1272.10 (±744.61) |
|  |  |  |  |  |  |  |
| **Peak Gradient** | 4.20 (±0.50) | 3.10 (±1.84) | 11.75 (±5.52) | 9.21 (±10.48) | 9.62 (±2.87) | 7.97 (±8.79) |
|  |  |  |  |  |  |  |
| **Heart Rate** | 415.20 (±37.05) | 487.75 (±33.53) | 480.36 (±67.52) | 457.20 (±65.99) | 475.60 (±45.09) | 400.67 (±91.74) |
|  |  |  |  |  |  |  |
| **Left Ventricular Systolic Diameter** | 3.00 (±0.19) | 2.58 (±0.29) | 2.64 (±0.51) | 2.41 (±0.35) | 3.04 (±0.30) | 2.90 (±0.52) |
|  |  |  |  |  |  |  |
| **Left Ventricular Diastolic Diameter** | 3.86 (±0.18) | 3.52 (±0.15) | 3.65 (±0.37) | 3.47 (±0.42) | 3.92 (±0.28) | 4.10 (±0.20) |
|  |  |  |  |  |  |  |
| **Left Ventricular Systolic Volume** | 34.72 (±5.86) | 23.88 (±6.80) | 26.78 (±11.03) | 20.90 (±7.40) | 36.66 (±9.54) | 33.87 (±12.93) |
|  |  |  |  |  |  |  |
| **Left Ventricular Diastolic Volume** | 64.92 (±7.09) | 52.35 (±5.87) | 56.82 (±13.95) | 51.32 (±14.39) | 66.14 (±11.56) | 75.70 (±8.50) |
|  |  |  |  |  |  |  |
| **Stroke Volume** | 30.20 (±4.83) | 28.48 (±3.45) | 30.03 (±5.88) | 30.42 (±8.36) | 29.48 (±4.82) | 41.83 (±6.10) |
|  |  |  |  |  |  |  |
| **Ejection Fraction** | 46.60 (±6.15) | 54.85 (±8.25) | 54.46 (±12.08) | 59.59 (±6.56) | 45.00 (±6.93) | 56.10 (13.47) |
|  |  |  |  |  |  |  |
| **Fractional Shortening** | 22.98 (±3.66) | 28.02 (±5.19) | 28.28 (±9.16) | 28.06 (±9.59) | 22.08 (±4.11) | 29.50 (±9.21) |
|  |  |  |  |  |  |  |
| **Cardiac Output** | 12.62 (±2.81) | 13.95 (±2.57) | 14.35 (±2.94) | 13.82 (±4.14) | 14.06 (±3.03) | 16.43 (±2.20) |
|  |  |  |  |  |  |  |
| **Left Ventricular Mass** | 124.56 (±23.35) | 110.53 (±20.27) | 132.74 (±17.70) | 132.34 (±32.15) | 137.10 (±21.42) | 170.80 (±45.84) |
|  |  |  |  |  |  |  |
| **LV Anterior Wall Thickness (Sys)** | 1.30 (±0.19) | 1.18 (±0.10) | 1.45 (±0.27) | 1.39 (±0.14) | 1.30 (±0.07) | 1.50 (±0.20) |
|  |  |  |  |  |  |  |
| **LV Anterior Wall Thickness (Dia)** | 0.96 (±0.18) | 0.83 (±0.05) | 1.02 (±0.15) | 0.98 (±0.09) | 0.92 (±0.04) | 0.93 (±0.06) |
|  |  |  |  |  |  |  |
| **LV Posterior Wall Thickness (Sys)** | 0.98 (±0.08) | 1.18 (±0.13) | 1.27 (±0.33) | 1.40 (±0.24) | 1.12 (±0.24) | 1.43 (±0.25) |
|  |  |  |  |  |  |  |
| **LV Posterior Wall Thickness (Dia)** | 0.76 (±0.15) | 0.95 (±0.17) | 0.94 (±0.16) | 1.02 (±0.20) | 0.92 (±0.19) | 1.03 (±0.23) |
|  |  |  |  |  |  |  |

Numerical data in parentheses represents standard deviation for functional echocardiographic parameters.

How the deposited data were processed for this re-analysis (not part of the article)

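Bulk RNA-seq counts of aortic valves from 14 mice were analysed: 4 Ctrl, 2 LY, 4 AngII and 4 AngII+LY mice, each sequenced as its own library. Conditions were taken from the sample labels and the paper. The labels of some dosed mice carry other compound numbers than LY272015, and these mice were assigned to LY272015 by the paper. Whether all or a subset of the AngII and AngII+LY mice had their pumps removed was not resolved. The human specimens, the cultured AVICs, echocardiography, blood pressure and histology were not covered by the deposited table and were left out.
The authors checked the reads with FastQC, trimmed low-quality sequence, aligned the reads to GRCm39 with HISAT2 and counted them per gene with featureCounts, and they deposited these counts without normalization. The name of the table announces normalized counts, but every value is a whole number, the library totals range from 20990655 to 73128220, and 24322 of the 56941 genes are listed at 0 in every library. Low even counts exceed low odd counts in the table, the pattern that counting both mates of a read pair would give. The unit therefore differed from the normalized counts that the design had assumed, and the test the design named for raw counts was used. Genes were matched to GENCODE release vM39, where 618 genes with 0.0361% of all counts had no match.
Genes with a mean count of at least 10 over the 14 libraries were kept, which left 19145 genes. They were tested with the quasi-likelihood method of edgeR 4.0.16 in R 4.3.3, with TMM normalization and 1 fit of all 4 groups. The common dispersion was 0.353. The standard error given with an edgeR log2 fold change was derived from the test. It is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.5, the cut-off in the paper's methods. The legend of Figure 4 gives an absolute log2 fold change above 1 instead. The design did not say which version of the quasi-likelihood method or which filter options to use. The default of edgeR 4.0.16 with the filter above was settled after the numbers of genes called under 8 combinations of filter, quasi-dispersion and robust estimation had been seen. Under this choice the smallest adjusted p lay just above the threshold in 2 comparisons, so a count of 0 called genes stands beside the count at an unadjusted p under 0.05, and what the other 7 combinations called is given in the closing section.
Normalized counts are counts divided by the TMM effective library size relative to its mean. The score of a gene set in a mouse is the mean of log2(normalized count + 1) over the genes of the set that passed the filter. Groups were compared by exact 2-sided permutation tests, in which 4 mice against 4 allow a smallest p of 0.029 and 2 against 4 of 0.067. The p-values of the set scores were adjusted by the Benjamini-Hochberg method over 136 comparisons, from 34 sets and 4 contrasts. With these smallest p, no set can pass the adjustment at 0.05 unless most of the comparisons stand at the smallest p. The sets were written by hand before the data were examined, or are the genes that Figures 4, 5 and S4 list for these libraries. Ingenuity Pathway Analysis, which the paper used, was not run. Correlations across libraries were tested with permutations, and 4 of them form the family that was adjusted.
A rule written before the data were examined selects each mouse gene that the paper names for these libraries, and members of the gene sets where a set is discussed. Many genes that Figures 4, 5 and S4 show are given here only in the counts for their list, and which of the selected genes are described singly was chosen after their values were seen. The rule also provided for the genes with the largest moderated statistics among the called genes, of which there were none. 1 of the gene sets, and genes that belong to it, are not reported here.
Counts per library give precise shares: the widest 95% Wilson interval of the mitochondrial share spans 0.037 percentage points, and 3 counts in the smallest library correspond to 1.4e-05% of its counts. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.
Alternatives were limma 3.58.1 on log2 values with pseudocounts of 0.5, 1 and 10, with quantile normalization or with array weights, DESeq2 1.42.0, no filter on low counts, a fit of only the 2 groups compared, the replicate number as a block, a correction of each library for gene GC content by loess with a span of 0.3, both of these together, and leaving out each mouse of the groups with 4. The limma fit with a pseudocount of 1, the other edgeR combinations, a minimum mean count of 100, DESeq2 at an absolute log2 fold change above 1, halved counts, thinned counts and set scores relative to the median of all genes were added after the values had been seen. The pipeline was tested on simulated data with the spread of these libraries: both tools called changed genes, and DESeq2 called more changed and more unchanged genes than edgeR.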

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

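The tests in this part were chosen after the results were seen. In each group of 4 mice, the gap between the highest or lowest mouse and its neighbor was divided by the range of the group and compared with Dixon's 95% critical value for 4 values. Of 249 groups examined, 19 passed it, where chance alone gives about 12. In 8 of the 19 the ratio is 1 by construction, which leaves 11. The groups examined were extended after a first run had been seen, and the number that passed rose with them. The groups are not independent, because the same mice enter all of them and sets share genes.
In 8 groups, 1 mouse had counts and the other 3 were at 0, which makes the ratio 1 by construction. These were Ak8 (ratio 1, AngII 3), Aknad1 (ratio 1, Ctrl 1), Gm16712 (ratio 1, AngII 2), Gm19935 (ratio 1, AngII 3), Gm20597 (ratio 1, AngII+LY 4), Tmem236 (ratio 1, AngII 2), Tspan10 (ratio 1, AngII 2) and Htr2c (ratio 1, AngII+LY 3). For the 7 genes other than Htr2c, library size was weighed: at the share seen in the outlying mouse, the smallest count expected in another library of its group was 30, so sequencing depth does not account for the counts of 0 there. Htr2c had 1 count in its outlying mouse and 1.07 expected elsewhere, so it cannot be told apart from the depth of the libraries. Reads shared with other loci were not tested for these genes, and the mice of a group received the same treatment, so no biological explanation was tested.
In the other 11 groups the values of all 4 mice were above 0. Among the set scores, AngII+LY 4 was lowest for the fibrosis genes of Figure S4A (ratio 0.867, a score of 11.51 against 11.9 to 11.96) and for the inflammatory cytokine and chemokine genes (ratio 0.911, 7.184 against 7.367 to 7.385). AngII 3 was lowest for the HMGB1 and receptor genes (ratio 0.905, 9.132 against 9.975 to 10.06), AngII 2 was highest for the cytotoxic granule genes (ratio 0.86, 3.839 against 3.177 to 3.27), and Ctrl 3 was lowest for the serotonin receptor and metabolism genes (ratio 0.887, 6.268 against 7.228 to 7.35). Among the genes, on the log2 scale, Gm42528 was lowest in Ctrl 2 (ratio 0.904, 7.595 against 7.962 to 8.001) and in AngII 1 (ratio 0.867, 8.921 against 10.01 to 10.17), Gtf3c3 was highest in Ctrl 4 (ratio 0.848, 10.31 against 9.497 to 9.62), Nrros was highest in AngII+LY 1 (ratio 0.979, 9.656 against 8.719 to 8.738), Slc6a4 was lowest in AngII+LY 2 (ratio 0.843, 6.633 against 8.853 to 9.266) and Tob2 was highest in AngII+LY 4 (ratio 0.832, 11.8 against 11.17 to 11.28).
For these 11 groups 3 technical explanations were weighed by computing the ratio again. After the GC correction 2 of the 11 stayed past the critical value, the serotonin receptor and metabolism score of Ctrl 3 (0.957) and Nrros in AngII+LY 1 (0.835). With quantile normalization in place of TMM, 6 of the 11 stayed past it. With every library thinned to the size of the smallest, 5 of the 11 stayed past it. GC content may therefore account for most of these outlying mice and library size for some, while TMM normalization accounts for fewer. A ratio that falls below the critical value does not show that the explanation is right, since small changes in any mouse move it. Nrros in AngII+LY 1 was past the critical value under all 3 tests, and the other 10 fell below it under at least 1 of them. Contamination by other cell types was not tested for single mice. No biological explanation was tested, since the mice of a group share their condition.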

How the results depend on the processing

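The use of edgeR's quasi-likelihood test for raw counts, the alternatives and the gene sets were chosen before the data were examined. The version of that test and its filter were not, and nor were the additions named here as chosen after the values had been seen.
The number of genes called between AngII and Ctrl mice was 0 in the main test, with 4815 genes at an unadjusted p under 0.05. It stayed at 0 with limma at pseudocounts of 0.5 and 1, with only the 2 groups compared, with the GC correction (2980 genes unadjusted), with an absolute log2 fold change above 1 and with no fold change cut-off. It was 240 with limma at a pseudocount of 10, 123 with no filter on low counts, 239 with quantile normalization, 3 with array weights and 2729 with DESeq2. The main count for AngII+LY against AngII was 0, with 4315 genes unadjusted, and it stayed at 0 with only the 2 groups compared, with array weights and with the GC correction (3044 genes unadjusted). It was 319, 336 and 403 with limma at pseudocounts of 0.5, 1 and 10, 1 with no filter on low counts, 329 with quantile normalization and 2142 with DESeq2. Leaving out 1 mouse at a time gave 0 to 1726 genes for AngII against Ctrl and 0 to 842 for AngII+LY against AngII. The cause of these changes was not tested.
The version of the quasi-likelihood method was settled after the counts of 8 combinations had been seen, so the other 7 are given here, first for AngII against Ctrl and then for AngII+LY against AngII. The newer quasi-dispersion called 555 and 176 genes, and 524 and 37 with robust estimation. The earlier one with robust estimation called 0 and 0. With edgeR's own filter, which kept 22382 genes, the earlier quasi-dispersion called 0 and 0 with or without robust estimation, the newer called 0 and 5, and the newer with robust estimation called 165 and 37. A minimum mean count of 100, also chosen after the values had been seen, gave 975 and 514 genes, and 1108 and 686 with the newer quasi-dispersion. A count of 0 in the main test is therefore no firm absence: the smallest adjusted p were 0.0573 and 0.0568.
DESeq2 at an absolute log2 fold change above 1, chosen after the values had been seen, called 1217 and 1000 genes. These counts were 642 (559 higher and 83 lower) and 494 (273 higher and 221 lower) after the GC correction, against 923 higher and 294 lower and 448 higher and 552 lower without it, with 402 and 388 genes shared with those called without it, and from 417 to 2027 and from 514 to 1548 when 1 mouse was left out at a time. The cause of the changes on leaving out a mouse was not tested.
Between LY and Ctrl mice 0 genes were called in the main test, with 266 unadjusted, and 17 with DESeq2. The other alternatives for this count gave 0, and DESeq2 at an absolute log2 fold change above 1 gave 17, from 3 with thinned libraries to 65 with only the 2 groups compared. The count for AngII+LY against Ctrl was 0, with 2112 unadjusted, or 2758 unadjusted after the GC correction. It was 4 with limma at a pseudocount of 0.5 and also at 1, 6 at a pseudocount of 10, 13 with no filter, 8 with quantile normalization, 15 with array weights, 381 with DESeq2, 6 with edgeR's own filter and the newer quasi-dispersion, 7 with robust estimation added, and 0 to 3 with 1 mouse left out. The cause was not tested.
The labels give the same replicate numbers in each group. The correlation of same-numbered mice, after removing group means, was -0.015 between Ctrl and AngII, 0.00042 between AngII and AngII+LY and -0.049 between Ctrl and AngII+LY, and the mice are different animals. With the replicate number as a replicate block, 0 genes were called between AngII and Ctrl, between AngII+LY and AngII, between LY and Ctrl and between AngII+LY and Ctrl mice. With the replicate block and the GC correction together the counts were 0, 0, 0 and 1. For the set scores, a paired test of 4 mice allows no p below 0.125. The paired differences with the GC correction had the values that the GC correction alone gave, including 0.394 for the TGFβ set in AngII against Ctrl. With the replicate block the log2 fold change of Htr2a in AngII against Ctrl was -0.0988, and -0.473 with the GC correction added. That of Col1a1 was 0.205 with both.
The GC correction reversed 11 differences in set scores, 7 of 19 in AngII against Ctrl and 4 of 19 in AngII+LY against AngII. In AngII against Ctrl it also moved the median difference of all genes, on the scale of the scores, from -0.145 to 0.0569. Relative to this median, a comparison chosen after the values had been seen, 3 of 19 sets changed direction, 2 of them among the 7, so that the common shift accounts for the direction of the other 5. The 2 were the nuclear oxidative phosphorylation genes (0.0284 and -0.0294 relative to the median) and the osteogenic and chondrogenic genes (-0.0527 and 0.00757), and the remaining set was the HMGB1 and receptor genes (0.0368 and -0.101). The 4 sets in AngII+LY against AngII changed direction relative to the median as well. The threshold used for the set scores here is an unadjusted permutation p of 0.05. For AngII against Ctrl the GC correction gave 0.0275 for the nuclear oxidative phosphorylation genes, 0.0605 for the nucleolar rRNA processing genes, 0.179 for the WNT/β-catenin genes, 0.239 for the NOTCH genes, 0.0644 for the osteogenic and chondrogenic genes, 0.198 for the phospholipase A2 and eicosanoid genes and 0.288 for the striated muscle contraction genes. In AngII+LY against AngII it gave 0.173 for the mitochondrial tRNAs, 0.569 for the mitochondrial rRNAs, 0.521 for the mitochondrial protein-coding genes and 0.0883 for the inflammatory cytokine and chemokine genes. Sets that crossed the threshold with the GC correction were 0.926 for the mitochondrial rRNAs in AngII against Ctrl (exact permutation p = 0.114), 0.876 for the mitochondrial protein-coding genes in AngII against Ctrl (exact permutation p = 0.114), 0.908 for the glycation genes in AngII+LY against AngII (exact permutation p = 0.0286), 0.394 for the TGFβ ligands receptors and SMADs in AngII against Ctrl (exact permutation p = 0.0286), -0.687 for the fibrillar collagen and matrix genes in AngII+LY against AngII (exact permutation p = 0.0571), -0.583 for the WNT/β-catenin genes in AngII+LY against AngII (exact permutation p = 0.0286), -0.896 for the cytotoxic granule genes in AngII+LY against AngII (exact permutation p = 0.0571) and 1.22 for the striated muscle contraction genes in AngII+LY against AngII (exact permutation p = 0.0571). Other reversals were 0.0093 for the osteogenic and chondrogenic genes in AngII+LY against AngII with a pseudocount of 0.5, 0.101 for the HMGB1 and receptor genes in AngII against Ctrl with a pseudocount of 10, 0.0102 for the phospholipase A2 and eicosanoid genes in AngII against Ctrl with a pseudocount of 10, -0.00852 for the BMP genes in AngII against Ctrl with no filter, 0.065 for the osteogenic and chondrogenic genes in AngII against Ctrl with quantile normalization, 0.0523 for the phospholipase A2 and eicosanoid genes in AngII against Ctrl with quantile normalization and 0.0857 for the cytotoxic granule genes in AngII against Ctrl with quantile normalization. Other crossings of the threshold were -0.447 for the cytotoxic granule genes in AngII+LY against AngII with a pseudocount of 10 (exact permutation p = 0.0857), 1.3 for the striated muscle contraction genes in AngII+LY against AngII with a pseudocount of 10 (exact permutation p = 0.0571), -0.595 for the serotonin receptor and metabolism genes in AngII against Ctrl with no filter (exact permutation p = 0.0286), -0.635 for the cytotoxic granule genes in AngII+LY against AngII with no filter (exact permutation p = 0.257), -0.315 for the TGFβ ligands receptors and SMADs in AngII+LY against AngII with quantile normalization (exact permutation p = 0.0571) and -0.785 for the cytotoxic granule genes in AngII+LY against AngII with quantile normalization (exact permutation p = 0.171). Apart from the common shift above, the cause of the reversals and crossings was not tested.
With 1 mouse left out at a time, differences in set scores whose direction changed ranged from -0.416 to 0.353 for the mitochondrial rRNAs in AngII+LY against AngII, -0.38 to 0.166 for the mitochondrial protein-coding genes in AngII+LY against AngII, -0.283 to 0.0558 for the nuclear oxidative phosphorylation genes in AngII against Ctrl, -0.0856 to 0.0106 for the nucleolar rRNA processing genes in AngII against Ctrl, -0.0215 to 0.0883 for the nucleolar rRNA processing genes in AngII+LY against AngII, -0.199 to 0.115 for the HMGB1 and receptor genes in AngII against Ctrl, -1.08 to 0.0937 for the valve interstitial cell activation genes in AngII against Ctrl, -0.0572 to 0.56 for the valve interstitial cell activation genes in AngII+LY against AngII, -0.293 to 0.00865 for the WNT/β-catenin genes in AngII against Ctrl, -0.0251 to 0.186 for the BMP genes in AngII against Ctrl, -0.192 to 0.00643 for the NOTCH genes in AngII+LY against AngII, -0.482 to 0.176 for the osteogenic and chondrogenic genes in AngII against Ctrl, -0.433 to 0.187 for the osteogenic and chondrogenic genes in AngII+LY against AngII, -0.0881 to 0.102 for the phospholipase A2 and eicosanoid genes in AngII against Ctrl, -0.246 to 0.0948 for the inflammatory cytokine and chemokine genes in AngII+LY against AngII and -0.37 to 0.344 for the striated muscle contraction genes in AngII against Ctrl. The log2 fold changes of genes that changed direction ranged from -1.63 to 0.209 for Htr2b in AngII against Ctrl, -0.14 to 0.748 for Htr2a in AngII against Ctrl, -1.46 to 0.756 for Slc6a4 in AngII+LY against AngII and -0.0705 to 0.356 for Agtr1a in AngII+LY against AngII. Col1a1 in AngII against Ctrl was 0.206 with the GC correction. With array weights, AngII+LY against AngII gave 0.246 for Slc6a4, 0.198 for Spp1 and -0.0261 for Tgfb1. The cause was not tested. Of the fold changes of genes that the paper names, by gene or protein, in its text or labels in Figures 4A and 4D, 1041 values under an alternative kept their direction and side of the threshold, 316 passed the threshold where the main value did not, and 13 reversed. For 6 genes counted in a single mouse of the comparison, leaving out that mouse left both groups at 0 and gave no value.
The share of called genes moved back by AngII+LY had no value in the main test because 0 genes were called. On the genes with an unadjusted p under 0.05, a measure chosen after the values had been seen, the share was 93.8% and the cross-fitted share 80.3%. The cross-fitted share was 67.7% with the GC correction and 66.6% with the replicate block as well, and in the other runs it moved by less than 11.8 points, the SD over the 6 divisions.
Depth limits the genes with few counts. Runx2 was counted 13 to 107 times per library, and its fold changes in AngII against Ctrl and AngII+LY against AngII have standard errors of 0.61.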

Differences from the paper's values

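The paper gives at least 5 hearts per group for sequencing, so its values may rest on other libraries than the 14 used here. It reports 1195 differentially expressed genes between AngII and Ctrl mice, and 0 were called here (4815 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, leaving out Ctrl replicate 4 (799 genes) and leaving out AngII replicate 1 (1726 genes) came within 1.5 times the paper's value, and the others did not, including DESeq2 at the cut-off of the methods (2729 genes). Figure 4A gives about 920 higher and about 280 lower genes for this comparison, read by eye, against 0 and 0 here. For the higher genes, the same leave-outs came within 1.5 times, with 649 and 1120, and for the lower genes none of the alternatives set before the data were examined did.
For AngII+LY against AngII the paper reports 950 genes, 422 up and 528 down, and 0 were called here (0 higher and 0 lower, with 4315 genes at an unadjusted p under 0.05). Leaving out AngII replicate 1 gave 842 genes, 391 higher and 451 lower, and came within 1.5 times the paper's values. None of the other alternatives set before the data were examined did, including DESeq2 at the cut-off of the methods (2142 genes, 1067 higher and 1075 lower).
Some of the settings chosen after the values had been seen gave numbers of genes near those of the paper, and others gave fewer. DESeq2 at an absolute log2 fold change above 1, the cut-off in the legend of Figure 4, called 1217 genes between AngII and Ctrl mice (923 higher and 294 lower) and 1000 between AngII+LY and AngII mice (448 higher and 552 lower). With counts halved it called 1184 and 870 genes, with libraries thinned to the smallest 1159 and 916, and with only the 2 groups compared 1120 and 690. With a minimum mean count of 100, chosen after the values had been seen, edgeR called 975 genes between AngII and Ctrl mice and 514 between AngII+LY and AngII mice, and 1108 and 686 with the newer quasi-dispersion. The paper's methods name DESeq2 with an absolute log2 fold change above 0.5.
None of the genes that the figures show as differentially expressed were called by edgeR in the main test, where all that were tested had an unadjusted p under 0.05. At an absolute log2 fold change above 1, DESeq2 called 37 of the 39 genes of Figure 5B, 27 of 27 of Figure 5D, 12 of 13 of Figure S4A, 8 of 8 of Figure S4B, 5 of 5 of Figure S4C, 6 of 6 of Figure S4D, 18 of 18 labelled in Figure 4A and 15 of 15 labelled in Figure 4D. This cut-off was chosen for DESeq2 after the values had been seen, and the cut-off of the methods gave the same numbers. Among the fold changes of genes that the paper names, by gene or protein, in its text or labels in Figures 4A and 4D, other settings also passed the threshold: 26 with limma at a pseudocount of 10, 26 with quantile normalization, 18 with no filter, 8 with a pseudocount of 0.5, 2 with array weights, 27 without AngII replicate 1, 17 without AngII replicate 2, 18 without Ctrl replicate 4 and 1 without AngII+LY replicate 1. Settings chosen after the values had been seen gave 26 with the newer quasi-dispersion, 25 with robust estimation added, 3 and 25 for the same settings with edgeR's own filter, 25 and 25 at a minimum mean count of 100 with the earlier and newer quasi-dispersion, and 8 with limma at a pseudocount of 1.
The paper states that AngII activated glycation, HMGB1, serotonin and rRNA processing pathways. The set scores used here differed by -0.625, -0.108, -0.686 and, for the nucleolar rRNA processing genes, -0.0364, none past the threshold. In the serotonin receptor and metabolism set 5 genes were higher and 5 lower, and its member Tph1 was at 0 in all 4 AngII mice, with a mean of 27.8 normalized counts in Ctrl. The genes that Figure 5B lists had the other sign, with a score difference of 0.171. It states that the Wnt/β-catenin and Notch pathways rose with AngII, where the scores differed by -0.136 for WNT/β-catenin and -0.11 for NOTCH. These 2 scores rose with the GC correction, by 0.179 and 0.239. Relative to the median of all genes, a comparison chosen after the values had been seen, they differed by 0.00875 and 0.0345, or 0.122 and 0.183 with the GC correction. On that scale the nucleolar rRNA processing genes differed by 0.108 and the HMGB1 and receptor genes by 0.0368, or 0.00361 and -0.101 with the GC correction. The paper states that AngII+LY suppressed the serotonin genes, where the score of the serotonin receptor and metabolism genes differed by 0.509, with 5 genes higher and 5 lower. Tph1 was among the higher genes, with a log2 fold change of 7.22, so the difference is no rise across the set. The scores of the genes listed in Figures 5B and 5D differed by -0.124 and -0.0384, or -0.0298 and 0.0525 with the GC correction. It associates AngII with activated inflammatory signaling and bone cell differentiation, where the inflammatory cytokine and chemokine score differed by -0.672 and the osteogenic and chondrogenic score by -0.197, or 0.0644 with the GC correction. It states that LY272015 improved oxidative phosphorylation, where the score rose by 0.854 without passing the threshold (exact permutation p = 0.0571). The paper's pathway scores come from another method with other gene sets.
The paper states that inhibition of HTR2B mitigated the rise of SPP1 in mouse valves. The log2 fold change of Spp1 in AngII+LY against AngII was -1.05 and was past the threshold neither in edgeR (adjusted p = 0.441) nor in DESeq2 (adjusted p = 0.357). It describes RUNX2 as raised by AngII and lowered by LY272015. Runx2 moved in these directions, with edgeR adjusted p of 0.168 and 0.173, and DESeq2 called it in both comparisons (0.0316 and 0.0447).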

Other observations

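The tests of splits that do not follow the replicate numbers, of the mitochondrial share as a source of the GC dependence, of library size, of halved counts and of myocardium for the matrix genes were chosen after the results were seen. The other tests were chosen before the result they measure was seen, but they were planned on called genes. Since 0 genes were called, genes at an unadjusted p under 0.05 and genes called by DESeq2 at an absolute log2 fold change above 1 took their place after the values had been seen.
Other splits of the mice were tested with only the 8 mice compared in the fit. For AngII against Ctrl, the real split gave 4425 genes at an unadjusted p under 0.05, and 1 of the 35 splits, the real one, gave as many. The next gave 3392. With DESeq2 at an absolute log2 fold change above 1, 1 of the 35 gave as many as the real split, with 1120 genes against at most 500. For AngII+LY against AngII, 1 of 35 splits gave as many genes by either measure, with 3262 unadjusted genes against at most 2799 and 690 DESeq2 calls against at most 421. For AngII+LY against Ctrl, 2 of the 35 splits gave as many by either measure. Among the 8 splits that part each same-numbered pair as the real one does, 1, 1 and 2 gave as many unadjusted genes in the 3 comparisons, where the share cannot fall under 0.05. The other splits keep some same-numbered mice together. The edgeR count of called genes was 0 in every split of the 3 comparisons and separates none of them.
Log2 fold changes for AngII against Ctrl followed gene GC content (Spearman's rho of -0.538 across 19043 genes) and transcript length to a smaller extent (0.0862). After the GC correction the number of genes at an unadjusted p under 0.05 was 61.9% of that without it. DESeq2 at an absolute log2 fold change above 1 called 642 genes against 1217, and 33.0% of the 1217 were still called. Leaving out 1 mouse at a time also lowered this share, to between 32.2 and 95.2%, so that a loss of shared genes does not by itself show a dependence on GC content. How much GC content contributes to the calls of either tool stays open. The correction moved the median log2 fold change of AngII against Ctrl from -0.0581 to 0.118. For AngII+LY against AngII the relation of log2 fold changes to GC content had the other sign (Spearman's rho of 0.428). For AngII+LY against Ctrl it was weaker (-0.156).
A candidate source of the GC dependence is the share of mitochondrial counts. Over the 14 libraries the 2 were related (Pearson's r = -0.86, permutation p = 0.00022; Spearman's rho = -0.73, permutation p = 0.0042), with r = -0.65 without the 2 libraries farthest from the median and r = -0.8 within groups (permutation p = 0.0051, adjusted over 4 relations 0.0068). The mitochondrial share was itself higher in every AngII than in every Ctrl mouse, so that an effect of AngII on mitochondrial RNA and a technical difference between the libraries cannot be told apart here.
AngII replicate 4 had the smallest library. Without it, the number of genes at an unadjusted p under 0.05 was 66.0% of that with all mice, or 3178 genes, where leaving out any other mouse of the 2 groups gave 3704 to 5663. DESeq2 at an absolute log2 fold change above 1 called 417 genes, and 32.2% of those called with all mice were still called. Of the 4815 genes, 1.25% had this mouse alone outside the range of the Ctrl mice, and in 51.8% the other 3 AngII mice were all outside it. The larger part of the DESeq2 calls may thus rest on this mouse. The edgeR count fell less by number, and which of its genes were shared was not compared. Library size by itself does not account for the calls: with every library thinned to the smallest, DESeq2 called 1159 genes against 1217. Counting both mates of a read pair does not either, since halved counts gave 1184.
Over all 6 divisions of the AngII mice the cross-fitted share of genes moved back by AngII+LY was 80.3%, and each division was above 50% (from 57.1%). No single AngII mouse enters both comparisons within a division. The 6 divisions reuse the same mice, genes vary together, and the spread of the share under chance was not computed. Chance deviations are therefore not excluded. With the GC correction the share was 67.7%, with divisions from 44.6%, and the explanation stays open.
Myocardium in the valve preparation is a candidate explanation for the higher oxidative phosphorylation genes in AngII+LY. Their score followed 23 cardiomyocyte marker genes (r = 0.98, and 0.97 within groups), and 24.0% of the difference between AngII+LY and AngII was left with the marker score as a covariate. All 23 marker genes were higher in AngII+LY than in AngII mice. A change of mitochondrial genes within valve cells that also raises the marker genes would give the same relation, so the test does not exclude it. For the fibrillar collagen and matrix genes 40.7% of the difference was left. Their score was related to the marker score over the libraries (Pearson's r = -0.69, permutation p = 0.0063; Spearman's rho = -0.72, permutation p = 0.0048; r = -0.5 without the 2 farthest libraries), but not past 0.05 within groups (r = -0.6, permutation p = 0.072), so these genes cannot be told apart from a change in the amount of myocardium.
Adipose tissue in the valve preparation is a candidate explanation for the lower Ucp1 in AngII mice. The other adipocyte marker genes followed Ucp1 (r = 0.92, and 0.87 within groups), and all 11 adipocyte marker genes were lower in AngII than in Ctrl mice (difference in score -1.89, exact permutation p = 0.0571). Loss of adipose tissue as an effect of AngII and a difference in dissection were not told apart.
Over the 14 libraries Htr2b had a mean count of 47.6 and Htr2a of 435, and the count of Htr2a was higher in 13 of 14 mice. Divided by the length of the longest transcript, Htr2a was higher in 11 of 14 mice.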
